# Modulation of *miR-210* alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1007500

**Published:** 2018-07-16

**Authors:** Paola Cusumano, Alberto Biscontin, Federica Sandrelli, Gabriella M. Mazzotta, Claudia Tregnago, Cristiano De Pittà, Rodolfo Costa

## Abstract

Single microRNAs are usually associated with hundreds of putative target genes that can influence multiple phenotypic traits in Drosophila, ranging from development to behaviour. We investigated the function of Drosophila *miR-210* in circadian behaviour by misexpressing it within circadian clock cells. Manipulation of *miR-210* expression levels in the PDF (pigment dispersing factor) positive neurons affected the phase of locomotor activity, under both light-dark conditions and constant darkness. PER cyclical expression was not affected in clock neurons, however, when *miR-210* was up-regulated, a dramatic alteration in the morphology of PDF ventral lateral neuron (LNv) arborisations was observed. The effect of *miR-210* in shaping neuronal projections was confirmed *in vitro*, using a *Drosophila* neuronal cell line. A transcriptomic analysis revealed that *miR-210* overexpression affects the expression of several genes belonging to pathways related to circadian processes, neuronal development, GTPases signal transduction and photoreception. Collectively, these data reveal the role of *miR-210* in modulating circadian outputs in flies and guiding/remodelling PDF positive LNv arborisations and indicate that *miR-210* may have pleiotropic effects on the clock, light perception and neuronal development.

## Author summary

In recent years, the role of microRNAs in regulating the endogenous circadian clock and its rhythmic outputs for behaviour/physiology has been recognized. We have observed that depletion or over-expression of *miR-210* in *Drosophila melanogaster* modulates the phase of locomotor activity, without affecting the molecular oscillation of the pacemaker neurons. Moreover, *miR-210* over-expression dramatically alters the pattern of projections from the PDF-positive Lateral Neurons (LNvs). Differentially expressed genes detected in *miR-210* over-expressing flies implicated circadian processes, neuronal development, and photoreception. Taken together, our findings indicate the involvement of *miR-210* in modulating circadian output and remodelling the projections of PDF clock neurons, and suggest that *miR-210* may have pleiotropic effects on clock, light perception and neuronal development.

## Introduction

Circadian oscillators consist of input pathways that receive external signals, such as light, temperature and food, a central pacemaker that generates rhythmicity, and output pathways that activate downstream rhythmic processes [1–3]. These internal timers allow organisms to adjust their physiology and behaviour to the most appropriate phases of the environmental 24 hour cycle imposed by the Earth’s rotation.

The *Drosophila* core circadian clock is a network of approximately 70 clock neurons per hemisphere, grouped into three major clusters: Dorsal Neurons (DN1, DN2 and DN3), ventral Lateral Neurons (small (s) and large (l) LNvs) and dorsal Lateral Neurons (LNds). Four out of five s-LNvs and the l-LNvs express Pigment Dispersing Factor (PDF), a neuropeptide which is involved in shaping locomotor activity in free-running conditions under constant darkness (DD). Under light-dark (LD) conditions PDF sets the phase of evening activity and regulates sleep [4–6]. The PDF-positive LNvs send their projections to different parts of the brain, the s-LNvs reaching the dorsal area, while the l-LNvs send their projections to the contralateral part of the brain and arborise in the Optic Lobe (OP), a structure that processes visual information from retinal or extraretinal photoreceptors [7,8]. Under LD 12:12, flies display two bouts of locomotor activity, one in the morning, starting before Lights-ON, and the other in the evening, before Lights-OFF. Under DD conditions, flies remain rhythmic with a period of about 24h. Over the past fifteen years, several research groups have demonstrated how different neuronal clusters are responsible for specific behavioural activity, under LD, DD or LL (constant light). In a simplified model, the s-LNvs are capable of driving dawn activity and sustaining rhythmicity under DD whereas a subset of LNds and the 5^th^ s-LNv are responsible for dusk activity and for sustaining rhythmicity under LL [9–11].

At the molecular level, interlocked feedback loops generate the rhythmic expression of clock genes in the three neuronal clusters mentioned above. The circadian transcription factors CLOCK (CLK) and CYCLE (CYC) form a heterodimer (CLK-CYC) that activates the expression of the clock genes *period* (*per*) and *timeless* (*tim*). Following complex phosphorylation and degradation dynamics, PER and TIM eventually accumulate, enter the nucleus, and repress the transcriptional activity of the CLK-CYC heterodimer, thus inhibiting their own transcription. CLK-CYC also drive the expression of *vrille* (*vri*), *Par Domain Protein 1* ε (*pdp1*ε) and *clockwork orange* (*cwo*). VRI and PDP1ε are part of a second intersecting regulatory loop which controls *Clk* gene transcription and reinforces the circadian molecular oscillation, while CWO acts as a repressor of CLK-CYC-mediated transcription. Post-translational mechanisms, driven by kinases such as DOUBLETIME (DBT), SHAGGY (SGG), CASEIN KINASE2 (CK2), ubiquitin-ligases such as SUPERNUMERARY LIMBS and CULLIN-3, and phosphatases such as PROTEIN PHOSPHATASE 1 and 2A, play important roles in regulating PER, TIM and CLK stability [12]. The result is the cyclical expression of several clock genes and hundreds of clock-controlled genes (CCGs), which generate rhythmic physiological and behavioural outputs. Post-transcriptional post-translational regulation is therefore crucial for circadian clock functioning [13–17].

MicroRNAs (miRNAs) are a class of small ~22 nucleotide non-coding RNAs that act as important post-transcriptional regulators [18,19]. They negatively control gene expression by targeting mRNAs, mostly at the 3’ untranslated region (3’-UTR) and triggering either translational repression or RNA degradation [20,21]. It has been estimated that approximately 30% of genes are regulated by at least one miRNA [22,23] so miRNAs are implicated in a wide variety of biological processes, including differentiation [24], apoptosis [25], lipid metabolism [26], viral infections [27], tumorigenesis [28–30] and neurodegeneration [31,32] and not surprisingly, complete deficiency of miRNAs is incompatible with life [33,34].

Several studies have demonstrated that miRNAs are involved in post-transcriptional regulation of fly clock or clock-controlled genes [35,36]. The over-expression of *bantam* miRNA in clock cells was shown to induce period lengthening by regulating the *Clk* 3’UTR [37]. *miR-279* influences the behavioural output of flies by directly modulating the *Unpaired* gene, which is involved in the JACK/STAT pathway [38]. *cwo* is modulated by *let-7* miRNA which, in turn, is regulated by the clock via the prothoracicotropic hormone signalling pathway, which stimulates the production of the molting hormone ecdysone [39]. Furthermore, it has been recently demonstrated that *miR-124* is involved in the regulation of the phase of locomotor activity [40,41] and *miR-276a* regulates molecular and behavioural rhythms by inhibiting the expression of the clock gene *timeless* [42]. In spite of the role of several miRNAs in circadian phenotypes, most miRNAs from fly heads show little or no circadian oscillations [43]. Yet one of these ‘non-cycling’ miRNAs, *miR-210*, which is up-regulated in *cyc*^*01*^ flies, does indeed show cyclical expression levels within the PDF pacemaker neurons under LD conditions, with a peak of expression at *Zeitgeber* Time 6 (ZT6) [44].

Our study focuses on *miR-210* and reveals how misexpression causes pleiotropic effects on circadian activity phase, on shaping projections of PDF-expressing LNvs, and on motion detection.

## Results

### *miR-210* modulates the circadian phase activity of flies

We analysed *miR-210* knock-out mutants (*yw(Ti-Gal4)miR-210*^*KO*^) and flies overexpressing the extended region (153 nt) of the *pre-miR-210* (*UAS-miR-210*) in clock cells using the *tim-gal4(UAS)* driver (hereafter termed *tim-Gl4(U)*). Over-expression of mature miRNA was evaluated by qRT-PCR under LD12:12 in adult fly brains dissected at ZT0 and on the 3rd day of DD at CT72 and was ~15 fold greater than wild-type (S1A Fig). No *miR-210* expression was detected in the *yw(Ti-Gal4)miR-210*^*KO*^ strain (S1B Fig).

Under DD, over-expression of *miR-210* (*tim-Gl4(U)/UAS-miR-210*) led to disruption of locomotor activity cycles with 70% arrhythmicity. The remaining rhythmic individuals showed a period which was lengthened by approximately 1 h but with 5 h phase delay (Fig 1A, Tables 1 and 2). Knockout of *miR-210* did not alter rhythmicity of flies (Fig 1B, Table 1) but significantly advanced circadian phase by ~6 h (Table 2).

**Fig 1:**
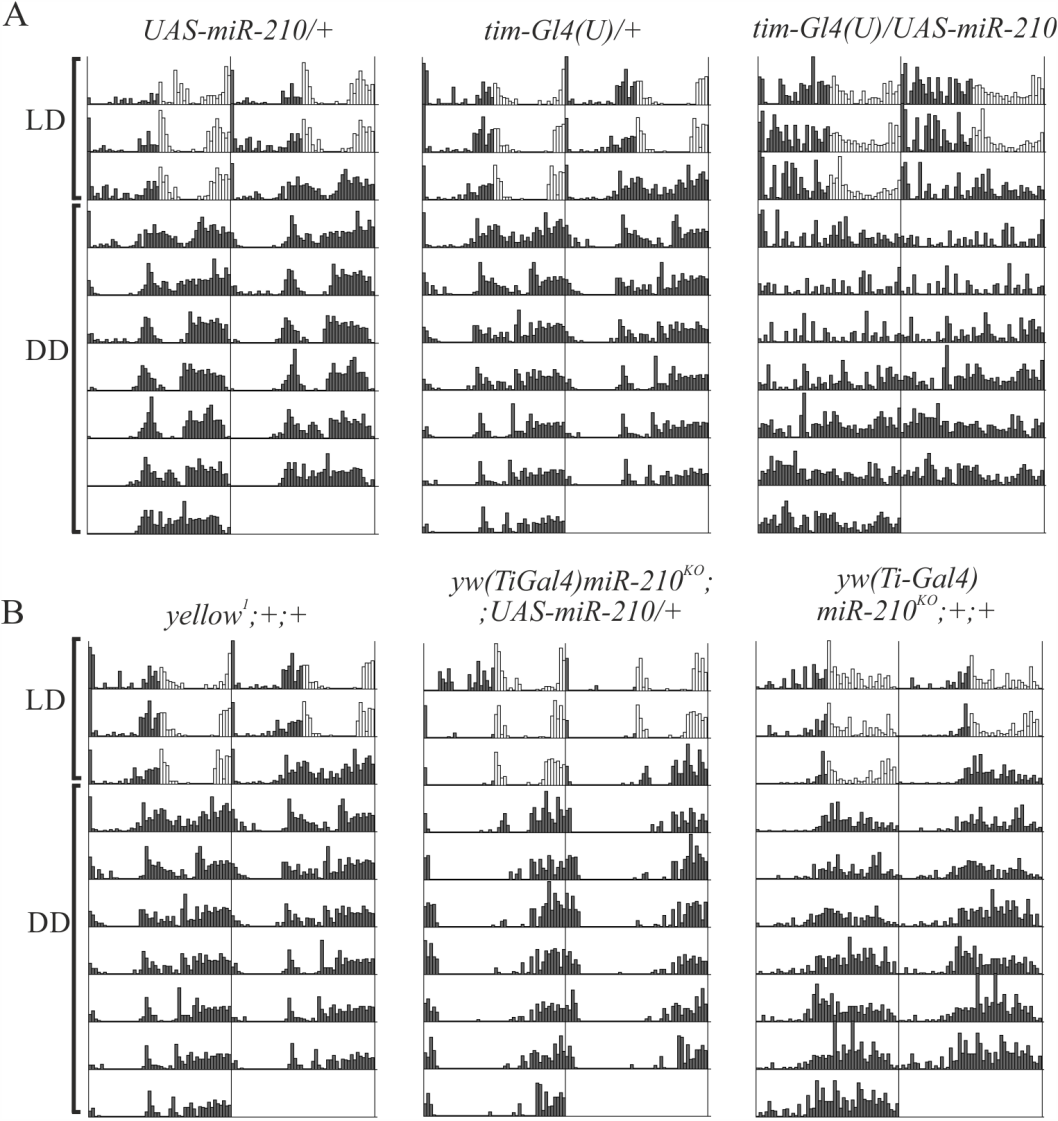
Locomotor activity of flies with impaired miR-210 expression. Double-plotted locomotor activity of a single representative fly per genotype, recorded for 3 complete days under LD and 7 complete days under DD. (A) Most flies that over-expressed *miR-210* in clock cells (*tim-Gl4(U)/ /UAS-miR-210*) became arrhythmic under DD, compared to controls (*UAS-miR-210/+* and *tim-Gl4(U)/+*). (B) *yw(Ti-Gal4)miR-210*^*KO*^*;+;+* flies were rhythmic under DD as were *yellow*^*1*^*;+;+* and *yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* rescued flies, here considered as controls. (dark grey: dark phase; white: light phase).

**Table 1:** Locomotor activity of flies with *miR-210* impaired expression in LD and DD.

Genotype	N° tot	N° alive	N°R	% R	τ		SEM	% MA	% EA
*w;tim-Gl4(U)/UAS-miR-210*	137	108	33	**30.56**	24.85	±	0.10	**41.67**	75.00
*w;UAS-miR-210/+*	138	128	117	91.41	23.84	±	0.04	94.53	98.44
*w;tim-Gl4(U)/+*	187	162	135	83.3	23.66	±	0.05	87.04	98.77
*w*^*1118*^	108	95	89	93.68	24.04	±	0.07	96.84	98.95
*yw(Ti-Gal4)miR-210*^*KO*^*;+;+*	38	37	33	89.19	24.09	±	0.10	100	83.78
*yellow*^*1*^*;+;+*	63	63	62	98.41	24.07	±	0.06	61.90	98.41
*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+*	109	106	101	95.28	24.03	±	0.05	73.58	94.34
*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+*	60	59	34	**57.63**	23.36	±	0.06	59.32	88.14
*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/pdf-Gal80*	26	24	20	83.33	23.76	±	0.12	95.83	100
*yw;;cry-Gal80/+*	23	23	21	91.30	24.09	±	0.09	69.57	95.65
*yw;pdf-Gal80/+*	16	15	15	100	24.26	±	0.07	86.67	93.33

Male flies were monitored for three days in LD 12:12 and seven days in DD. *w;tim-Gl4(U)/+* and *w;UAS-miR-210/+* flies are parental controls for the *miR-210* over-expressing flies (*w;tim-Gl4(U)/UAS-miR-*210), while *yellow*^*1*^*;+;+*, and *yw;;cry-Gal80/+* plus *yw;pdf-Gal80/+* flies are controls for *miR-210* KO (*yw(Ti-Gal4)miR-210*^*KO*^*;+;+*) and *miR-210* KO-rescued flies (*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+*, *yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+* and *yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/pdf-Gal80*) respectively. N: number of tested flies per genotype. R: rhythmic flies; MA: morning anticipation; EA: evening anticipation. Period values (τ) were averaged over all rhythmic flies per genotype. MA and EA were detected, fly-by-fly, by examining the bout of activity prior to light transitions as in [45]. The experiments were performed at 23°C.

**Table 2:** Locomotor activity phase in DD.

Genotype	DD ϕ (N)		SEM
*w;tim-Gl4(U)/UAS-miR-210*	**14.82** (11) ^a^	±	0.22
*w;UAS-miR-210/+*	8.63 (49)	±	0.46
*w;tim-Gl4(U)/+*	9.31 (34)	±	0.40
*yw (Ti-Gal4)miR-210*^*KO*^*;+;+*	**1.65** (33) ^b^	±	0.50
*yellow*^*1*^*;+;+*	8.73 (62)	±	0.46
*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+*	7.98 (81) ^c^	±	0.32
*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+*	**3.83 (33)** ^d^	±	0.52
*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/pdf-Gal80*	**5.10 (20)** ^e^	±	0.98
*yw;;cry-Gal80/+*	10.10 (21)	±	0.56
*yw;pdf-Gal80/+*	12.08 (13)	±	0.95

^a^ p<0.005 *vs* parental controls (*w;UAS-miR-210/+* and *w;tim-Gl4(U)/+*)

^b^ p<0.005 *vs yellow*^*1*^*;+;+*

^c^ p<0.005 *vs yw (Ti-Gal4)miR-210*^*KO*^*;+;+*, and ns *vs UAS-miR-210/+*

^d^ p<0.005 *vs yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* and *yw;;cry-Gal80/+*

^e^ p<0.005 vs *yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* and *yw;pdf-Gal80/+*. Mann-Whitney U Test was performed.

Under LD12:12, flies over-expressing *miR-210* in clock cells lost their ability to anticipate the lights-ON transition (as shown by Morning Index (MI) and Morning Anticipation (MA) values) (Tables 1 and 3) and delayed the evening activity onset (Fig 2A, Table 3). By contrast, *yw(Ti-Gal4)miR-210*^*KO*^ flies showed an advanced evening activity onset, while morning anticipation was not affected (Fig 2B, Tables 1–3). These results suggest that *miR-210* levels can influence the rhythmicity and the circadian phase of activity under both LD and DD conditions.

**Fig 2:**
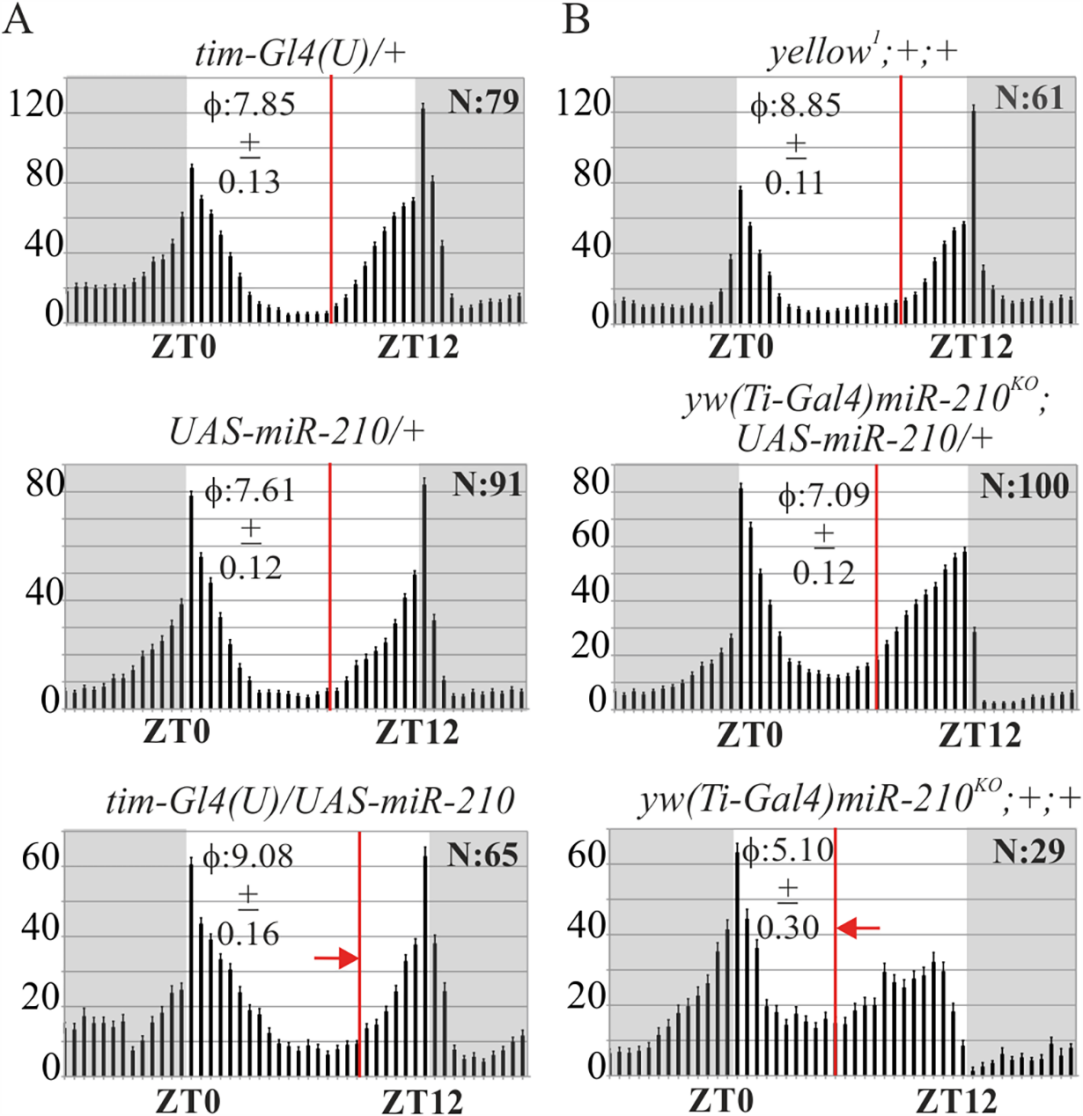
Locomotor activity of flies with *miR-210* altered expression in LD (average activity of three full days displayed over the 24 hours). (A) *miR-210* over-expression in clock cells (*tim-Gl4(U)/UAS-miR-210*) delayed the evening activity phase onset (red arrow), compared to controls (*tim-Gl4(U/+* and *UAS-miR-210*/+). (B) *miR-210* KO flies (*yw(Ti-Gal4)miR-210*^*KO*^*;+;+*) displayed a robust morning anticipation and an advanced evening activity (red arrow) compared to controls (*yellow*^*1*^*;+;+* and *yw(Ti-Gal4)miR-210*^*KO*^*; UAS-miR-210/+*). *miR-210* rescued flies showed a wild-type evening activity phase. ϕ: evening phase activity onset ± SEM (red lines); N: number of flies; y axis: locomotor activity (beam crosses/30 min) ± SEM; grey boxes: dark phase.

**Table 3:** Morning index and evening phase onset in LD.

Genotype	MI (N)		SEM	E Onset (N)		SEM
*w;tim-Gl4(U)/UAS-miR-210*	**0.019** (108) ^a^	±	0.01	**9.08** (65) ^b^	±	0.16
*w;UAS-miR-210/+*	0.235 (128)	±	0.01	7.61 (91)	±	0.12
*w;tim-Gl4(U)/+*	0.106 (162)	±	0.01	7.85 (79)	±	0.13
*yw (Ti-Gal4)miR-210*^*KO*^*;+;+*	0.243 (37)	±	0.02	**5.07** (29) ^c^	±	0.30
*yellow*^*1*^*;+;+*	0.029 (63)	±	0.02	8.85 (61)	±	0.11
*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+*	0.183 (109)	±	0.01	**7.09** (100) ^d^	±	0.12
*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+*	0.046 (59) ^e^	±	0.02	7.13 (53) ^f^	±	0.18
*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/pdf-Gal80*	0.247 (24)	±	0.02	**6.42** (24) ^g^	±	0.20
*yw;;cry-Gal80/+*	0.080 (23)	±	0.03	8.85 (22)	±	0.27
*yw;pdf-Gal80/+*	0.195 (14)	±	0.04	7.79 (14)	±	0.33

^a,b^ p<0.005 *vs* both parental controls

^c^ p<0.005 ^vs^ *yellow*^*1*^;+;+

^d^ p<0.005 *vs yw(Ti-Gal4)miR-210*^*KO*^*;+;+* and *yellow*^*1*^*;+;+*, and p<0.01 *vs UAS-miR-210/+*

^e^ ns *vs yw;;cry-Gal80/+*

^f^ ns *vs yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* and p<0.005 *vs yw;;cry-Gal80/*

^g^ p<0.005 *vs yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* and *yw;pdf-Gal80/+*. Mann-Whitney U Test was performed. MI: Morning index. N: number of flies analysed. The E Onset (LD evening activity onset, ZT) was calculated as described in the Methods.

The DD ϕ (peak of locomotor activity phase, CT) was calculated as described in the Methods. N: number of tested flies.

### Characterization of *miR-210* expression in the brain

In the *yw(Ti-Gal4)miR-210*^*KO*^ strain, the sequence of *miR-210* is replaced by the *Gal4* cDNA [46]. These flies were crossed with flies carrying the *UAS-cd8-GFP* transgene, in order to detect the expression pattern of the endogenous *miR-210* promoter. GFP signal was detectable in the optic lobe (OL), Antenna Lobe (AL), photoreceptors, Mushroom Bodies (MB) and in the Hofbauer-Buchner eyelet (HB-eyelet) (Fig 3A). GFP expression was not detected in clock neurons (Fig 3B and 3C), although *miR-210* expression has been previously reported in these cells by qRT-PCR [44]. No differences in the expression pattern were observed between sexes.

**Fig 3:**
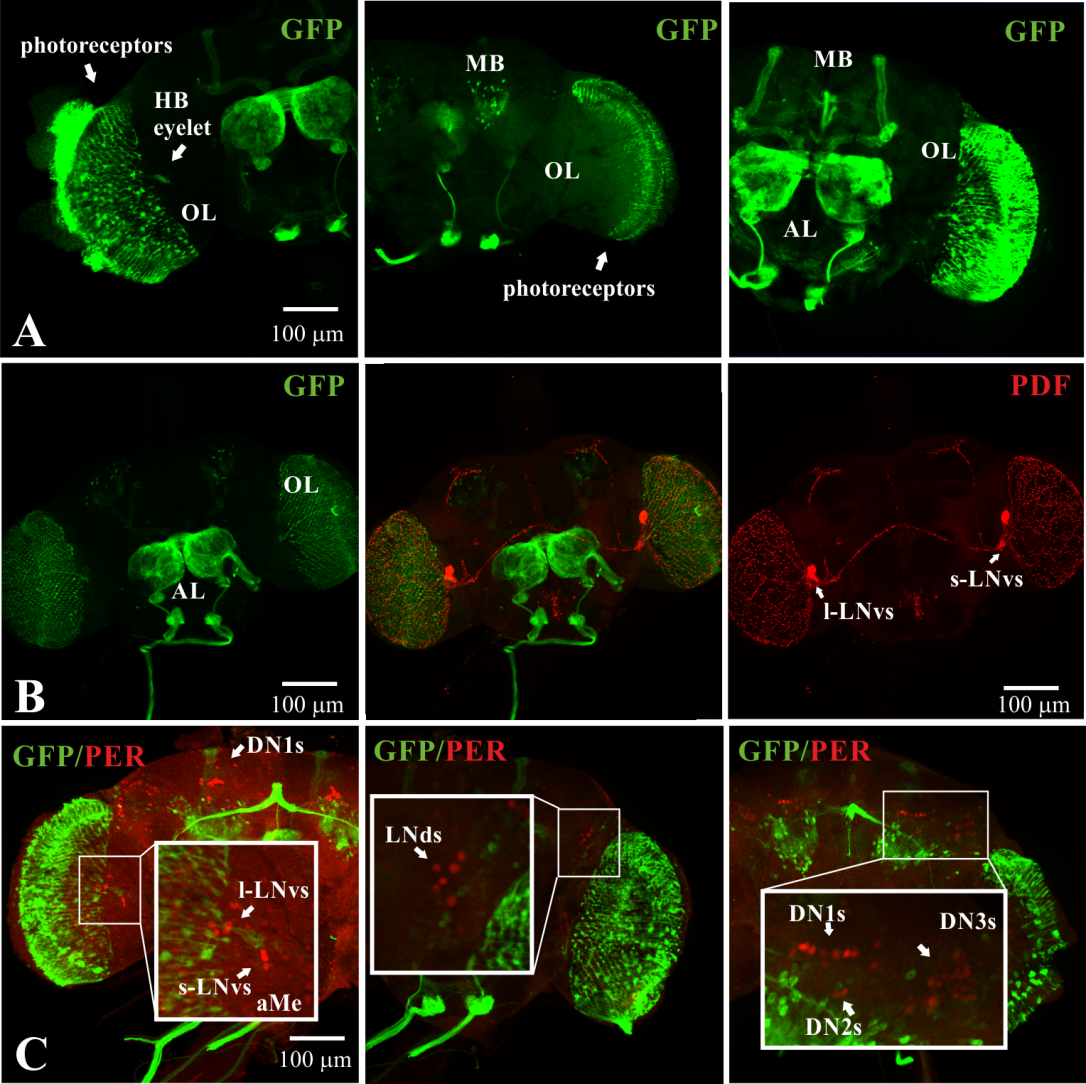
*yw(Ti-Gal4)miR-210*^*KO*^ expression in Drosophila brain. *yw(Ti-Gal4)miR-210*^*KO*^ flies were crossed with the *UAS-cd8-GFP* flies. The progeny was collected in between ZT0 and ZT3. Stack of confocal images of (A) *miR-210-*driven GFP expression in photoreceptors, in the Optic Lobe (OL), Hofbauer-Buchner eyelet (H-B eyelet), Antenna Lobe (AL), and Mushroom Bodies (MB), (B) Double GFP-PDF and (C) GFP-PER staining. (aMe: accessory Medulla). (s-LNvs: small ventral Lateral Neurons; l-LNvs: large ventral Lateral Neurons; 5^th^-LNvs: 5^th^ ventral Lateral Neuron; LNds: dorsal Lateral Neurons; DN1s: Dorsal Neurons 1; DN2s: Dorsal Neurons 2; DN3s: Dorsal Neurons 3).

### *miR-210* modulates the circadian locomotor activity of flies when expressed in clock neurons

To identify the subset of neurons responsible for the modulation of locomotor activity by *miR-210*, the Gal4 lines *yw(Ti-Gal4)miR-210*^*KO*^, *cry-Gal4*, *Gal1118-Gal4* (which essentially marks the PDF positive cells and, very weakly, some other clock neurons and non-clock cells [47]), *pdf-Gal4* and *C929-Gal4* (which marks l-LNvs as the only clock cells as also some peptidergic non-clock cells [10,48]) were used to set up crosses with *UAS-miR-210* flies. In the progeny, the evening activity onset was delayed in all the genotypes compared to controls, with the exception of *yw(Ti-Gal4)miR-210*^*KO*^ and *C929-Gal4* (in the case of *yw(Ti-Gal4)miR-210*^*KO*^ only female progeny were analysed as the construct maps to the X chromosome) (S2 Fig, S1 Table). The *cry-Gal4* driver was the only line that phenocopied the behavioural arrhythmicity in DD induced by over-expression of *miR-210* with *tim-Gl4(U)* (S2 Table). Broad expression of *miR-210* with *tubulin-Gal4*, *repo-Gal4* (glial cells) and *elav-Gal4* (pan-neuronal driver) resulted in lethality. Expressing *miR-210* in *miR-210* KO males (*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210*) affected the evening phase in LD and DD, restoring a wild-type phenotype (Figs 1B and 2B, Tables 1–3). Indeed, the advanced evening onset observed in *miR-210* KO flies was delayed. These findings reveal that the expression of *miR-210* in the OL, MB, AL, photoreceptors and HB eyelet, and also in clock neurons, although not in the l-LNvs, was sufficient to delay the phase of the evening onset of flies in LD.

We depleted *miR-210* expression in CRY positive and PDF positive clock neurons, combining the *yw (Ti-Gal4)miR-210* ^*KO*^ rescued flies with the *cry-Gal80* or *pdf-Gal80* repressors. In these flies, the phase of the evening onset was not affected (*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+*), or was weakly advanced (*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/pdf-Gal80*) compared to controls (Fig 4A, Table 3). On the other hand, under DD conditions flies showed a significantly advanced locomotor activity phase (Fig 4B, Table 2), a phenotype previously observed in *miR-210* KO flies (Table 2). In addition, half of the flies without *miR-210* expression in CRY positive clock neurons (*yw (Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+; cry-Gal80/+*) became arrhythmic under DD, similar to the observation in *tim-Gl4(U)* or *cry-Gal4 miR-210* over-expressing flies (Table 1, S2 Table). Altogether, these data confirmed that *miR-210* is indeed expressed in clock neurons, where it exerts a prominent role in setting locomotor phase in the absence of external cues, as well as supporting rhythmicity.

**Fig 4:**
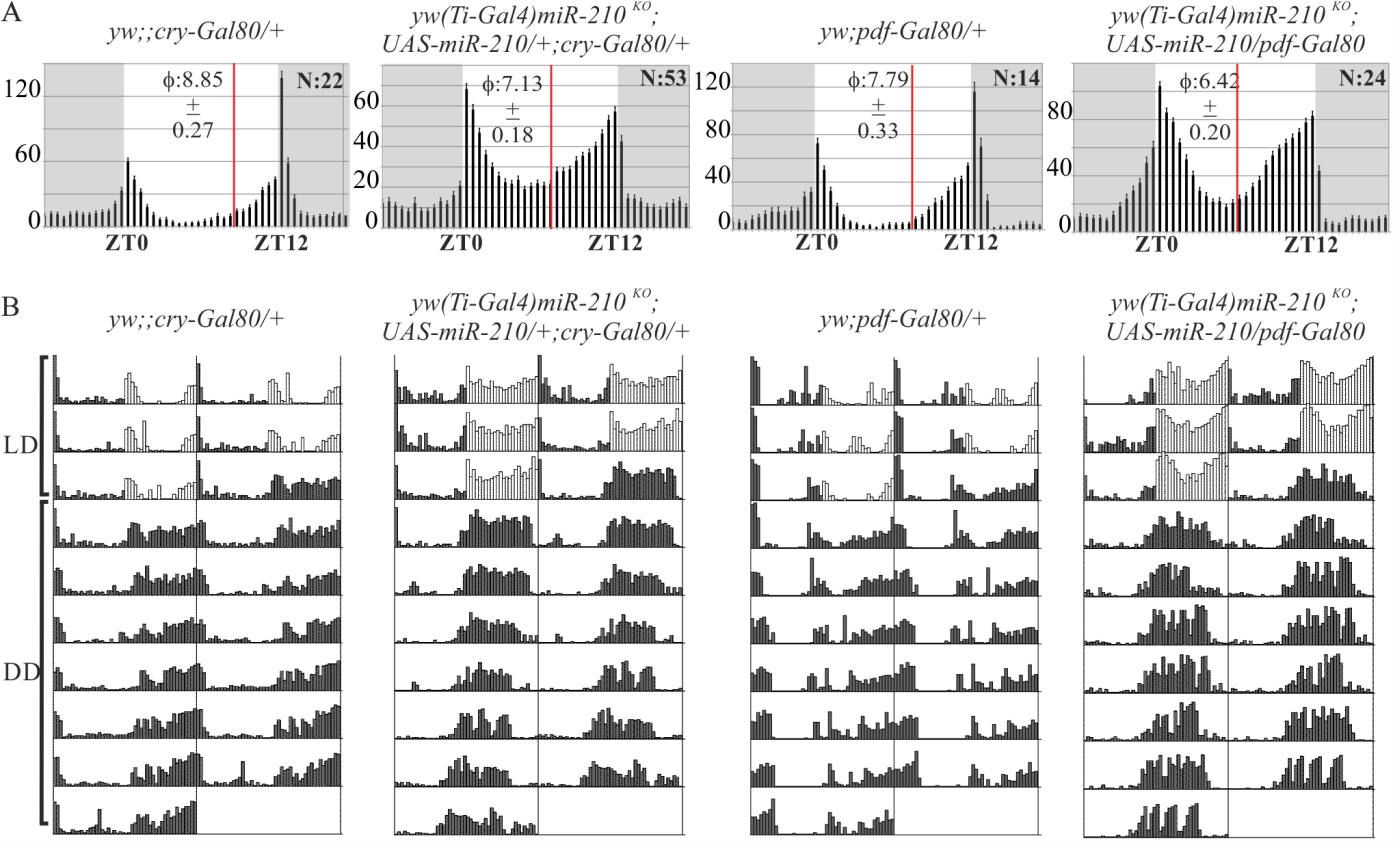
Locomotor activity of flies with *miR-210* depletion in clock neurons. (A) LD locomotor activity profile (average activity of three full days displayed over the 24 hours) of *yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+* flies combined with the *cry-Gal80* or the *pdf-Gal80* repressor transgenes, compared to controls (yw;;*cry-Gal80/+* or the yw;*pdf-Gal80* /+). ϕ: evening phase activity onset ± SEM (red lines); N: number of flies; y axis: activity (beam crosses/30 min) ± SEM; grey boxes: dark phase. (B) Double-plotted locomotor activity of a single representative fly per genotype, recorded for 3 complete days under LD and 7 complete days under DD. Flies with no *miR-210* expression in CRY or PDF positive neurons severely phase-advanced their activity under DD.

### *miR-210* modulates levels of PER in clock neurons

To determine whether the advanced or delayed activity phase reflected molecular changes in clock protein oscillations in clock neurons, we performed PER staining in *miR-210* over-expressing flies and *miR-210* KO flies. Whole adult fly brains were dissected at five different ZT time points, under LD. Although manipulation of *miR-210* levels did not affect PER cycling (Fig 5A and 5B), a higher level of protein was detected in all canonical clock neurons of *tim-Gl4(U) miR-210* over-expressing flies compared to controls (Fig 5A). Conversely, *miR-210* KO led to a reduction in PER levels in clock neurons (Fig 5B).

**Fig 5:**
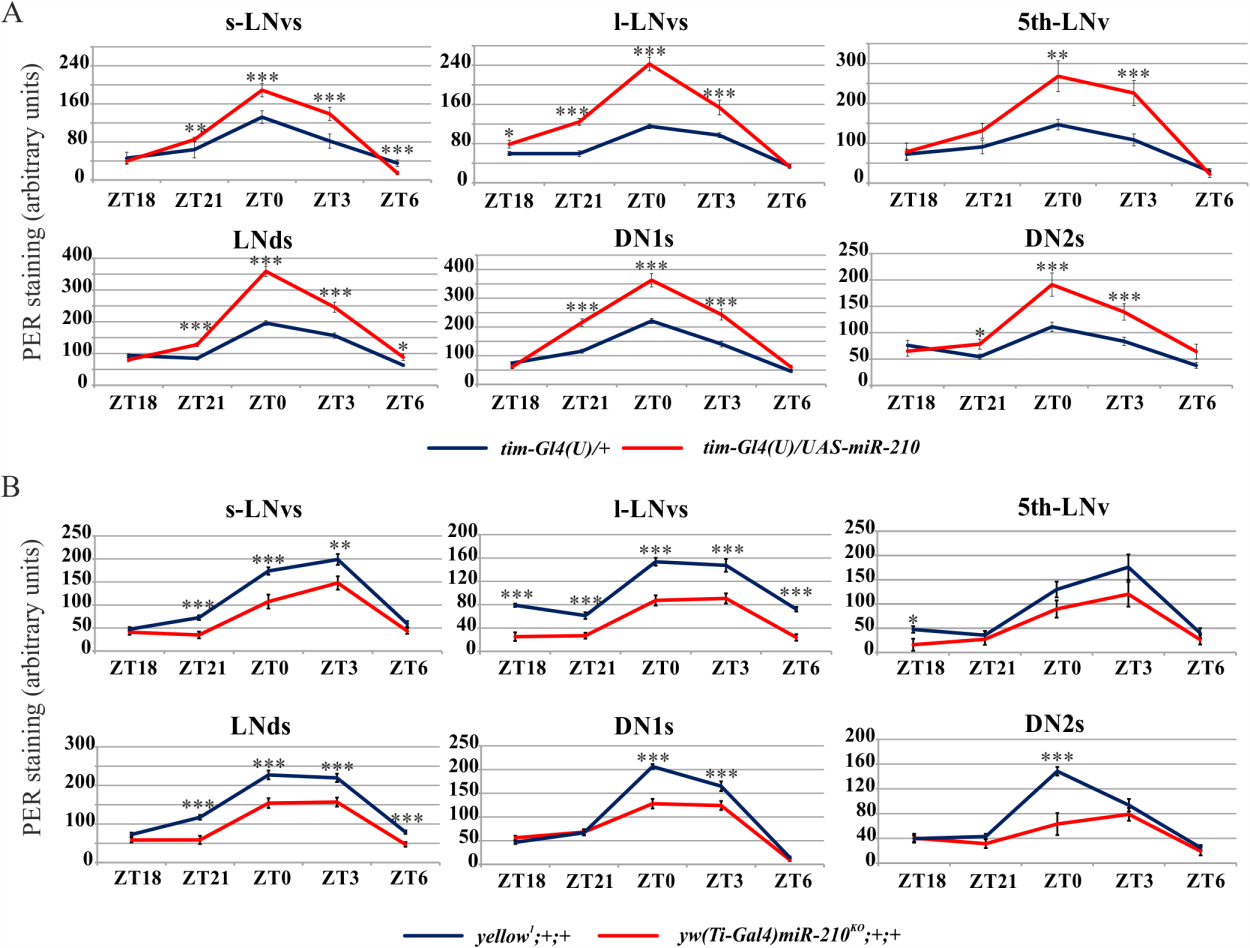
PER expression levels in flies with *miR-210* altered expression in LD. Flies were entrained for 3 days. PER-PDF staining was performed on whole adult male brains dissected at the indicated time points. (A) *tim-Gl4(U)/UAS-miR-210* over-expressing flies and controls (*tim-Gl4(U)/+*). (B) *yw(Ti-Gal4)miR-210*^*KO*^*;+/+* flies and controls (*yellow*^*1*^*;+/+*). (s-LNvs: small ventral Lateral Neurons; l-LNvs: large ventral Lateral Neurons; 5^th^-LNvs: 5^th^ ventral Lateral Neuron; LNds: dorsal Lateral Neurons; DN1s: Dorsal Neurons 1; DN2s: Dorsal Neurons 2). Data for each ZT were compared by t-test: *** p<0.005, ** p<0.01, * p<0.05.

Since *miR-210* over-expression in clock cells reduced the rhythmicity of flies under DD, we also quantified PER in *tim-Gl4(U)/UAS-miR-210* flies under these conditions. The oscillations of PER persisted in clock neurons in *tim-Gl4(U)/UAS-miR-210* flies (except for the l-LNvs, [49,50]), while the expression levels were similar to those of controls (S3 Fig). The higher level of PER in LD was interpreted as being strictly related to the presence of light since it was missing or attenuated under DD. Taken together, these data indicate that *miR-210* impacts on PER levels in clock neurons, but not on its cycling.

### *miR-210* affects projections and shape of the PDF-expressing neurons

In parallel with the detection of PER, brains were also stained with PDF antibody. Flies over-expressing *miR-210* (*tim-Gl4(U)/UAS-miR-210*) exhibited aberrant PDF-positive arborisations of the l-LNvs in the optic lobe (OL), as well as an altered star shaped morphology of the cell body (resembling filopodia and lamellipodia protrusions) (Fig 6A). This phenotype was observed when the *tim-Gl4(U)*, the *C929-Gal4* or the *gal1118-Gal4* drivers were employed (Fig 6A and 6B and S4A Fig, respectively). As expected, given the lack of PDF projections in this area, the number of vesicles in the OL was reduced in the flies over-expressing the miRNA, compared to controls (Fig 7A). A double PDF-GFP staining performed in brains over-expressing GFP and *miR-210* under control of *Gal1118-Gal4* (S5 Fig) revealed that *miR-210* is involved in defining the pattern of l-LNv projections in the OL and shaping their cell bodies, rather than affecting the neuropeptide localization (S5 Fig). No differences in l-LNvs arborisations were detected in *yw(Ti-Gal4)miR-210*^*KO*^ and *pdf-Gal4/UAS-miR-210* flies (Fig 6C, S4B and S4C Fig).

**Fig 6:**
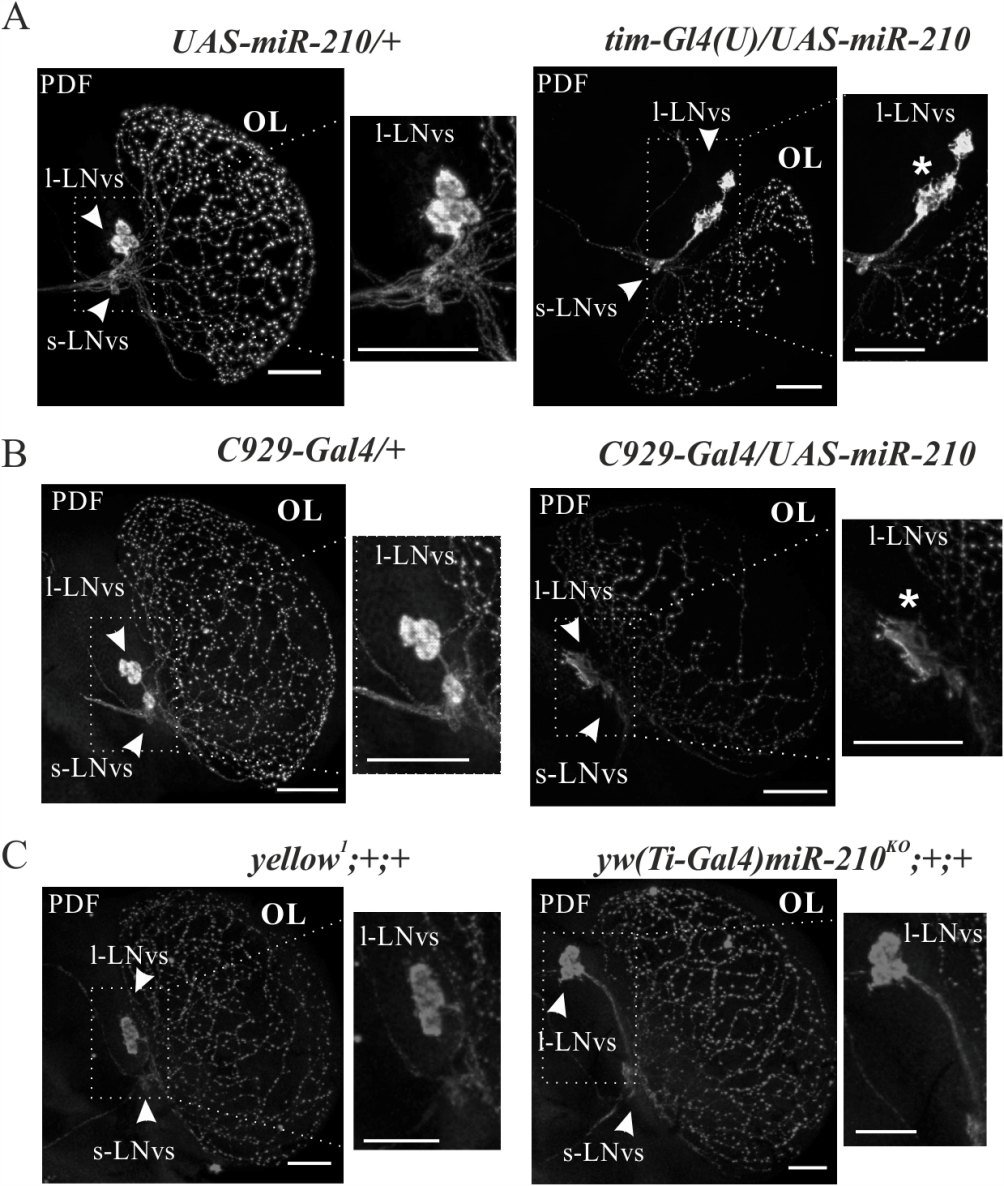
PDF staining of l-LNvs. Whole brains were collected at ZT0 and PDF was detected. Confocal stack images representing l-LNvs arborisations and morphology. (A) Flies over-expressing miR-210 in all clock cells (*tim-Gl4(U)/UAS-miR-210*) showed aberrant PDF arborisations in the optic lobes compared to controls (*UAS-miR-210/+*). Cell bodies of the l-LNvs exhibited a star shaped phenotype (marked with an asterisk). (B) Targeted miR-210 over-expression in l-LNvs clock neurons (*C929-Gal4/UAS-miR-210*) and controls (*C929-Gal4/+*). The l-LNvs appeared to have the same defects in their projections to the optic lobes and in their cell bodies, as in *tim-Gl4(U)/UAS-miR-210* flies (marked with an asterisk). (C) No l-LNvs arborisation defects were detected in *yw(Ti-Gal4)miR-210*^*KO*^*;+/+* flies compared to controls (*yellow*^*1*^*;+/+*). (OL: Optic Lobe; scale bar: 25 μm).

**Fig 7:**
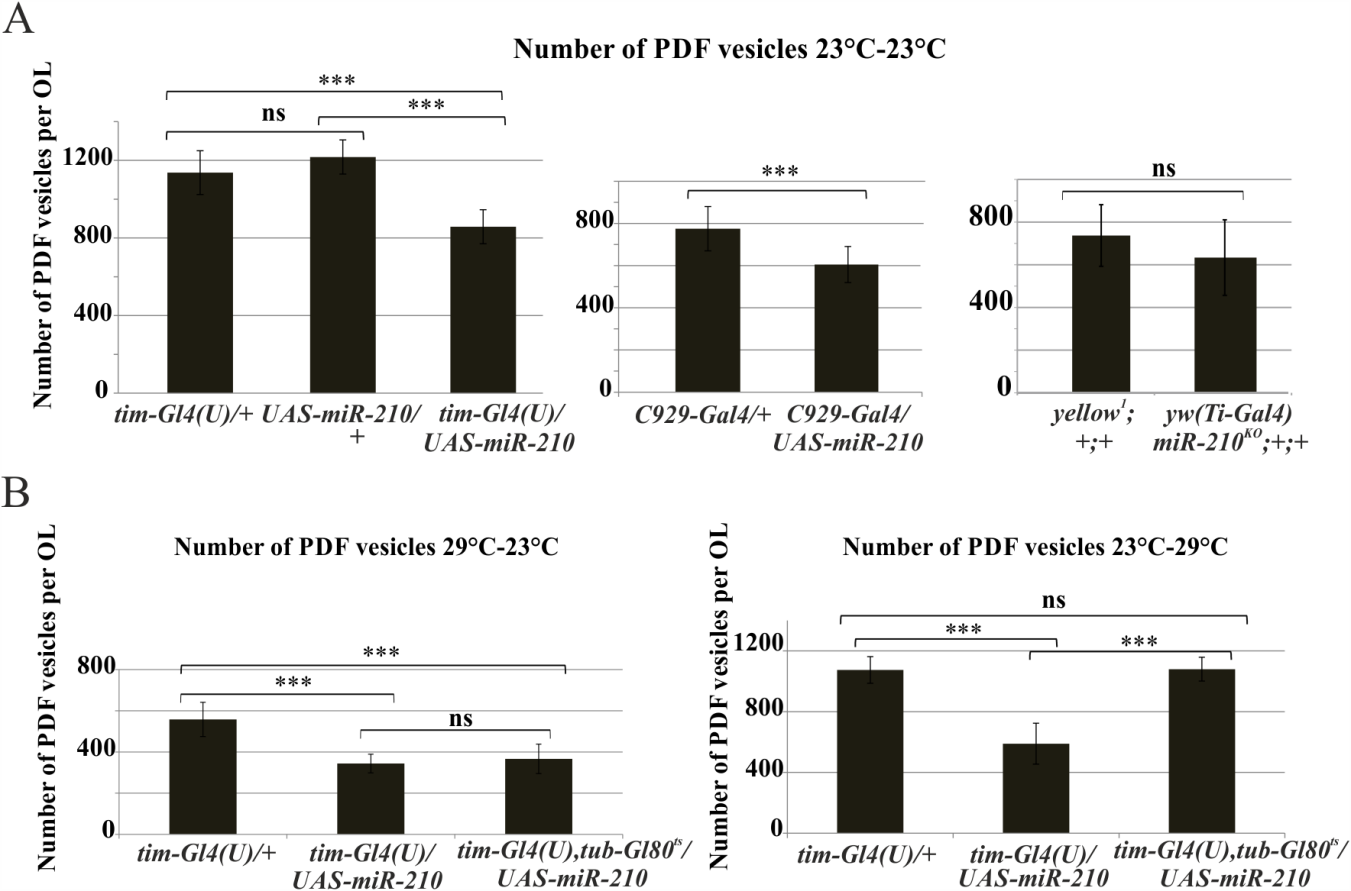
PDF vesicles quantification in the optic lobe. (A) Number of PDF vesicles in (A) miR-210 over-expressing flies (*tim-Gl4(U)/UAS-miR-210* and *C929-Gal4/UAS-miR-210*) and *yw(Ti-Gal4)miR-210* ^*KO*^*;+/+*, compared to their controls *(tim-Gl4(U)/+*, *UAS-miR-210/+*, *C929-Gal4/+* and *yellow*^*1*^*;+/+*), and (B) in flies with miR-210 over-expression (*tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210/+*) restricted only during development (29°C-23°C), or only during adulthood (23°C-29°C), with respect to positive (constitutive over-expression, *tim-Gl4(U)/UAS-miR-210*) and negative (*tim-Gl4(U)/+*) controls. Flies were dissected at ZT0. Over-expression was modulated by using the Gal4-Gal80^ts^-UAS ternary system. Mean ± SD. t-test: *** p<0.005, ns: not significant.

In contrast to the l-LNvs, s-LNvs projections were able to reach the dorsal part of the brain, the area in which they usually send their axons. Since their termini experience daily circadian changes in morphology, shifting from the defasciculated (ZT3) to the fasciculated (ZT15) state of their termini [51], the arborisations of these distal projections were investigated at ZT3 and ZT15, quantifying the number of axon crosses [51]. As reported in Fig 8A and 8B, while *miR-210* over-expression (*tim-Gl4(U)/UAS-miR-210*) reduced the number of axonal crosses (blocking the termini in the fasciculated state), the complete absence of *miR-210* (*yw(Ti-Gal4)miR-210*^*KO*^*)* weakened the cycling of axonal crosses number (Fig 8A and 8B). Taken together, these results implicate *miR-210* in the remodelling of PDF positive neuron morphology.

**Fig 8:**
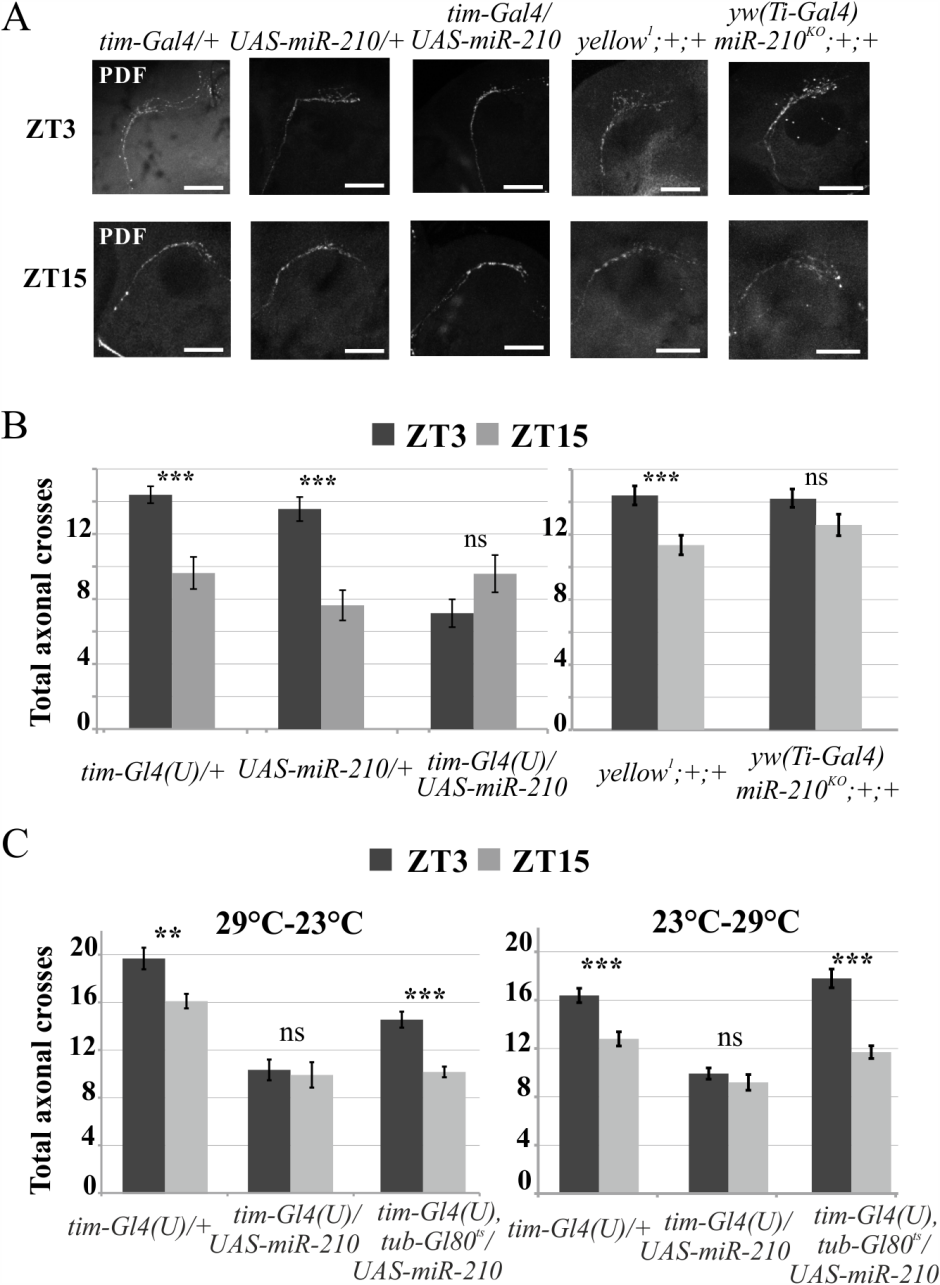
Effects of *miR-210* manipulation on s-LNvs axon termini. (A) Confocal stack images representing the s-LNvs organization at ZT3 (defasciculate state) and ZT15 (fasciculate state). PDF immunostaining was performed on miR-210 over-expressing flies (*tim-Gl4(U)/UAS-miR-210*) or on *yw(Ti-Gal4)miR-210*^*KO*^*;+;+* flies and their controls (*tim-Gl4(U)/+*, *UAS-miR-210/+* and *yellow*^*1*^*;+/+*). Scale: bar 50 μm. (B) Quantification of total s-LNvs axonal crosses of the aforementioned genotypes, performed on confocal stacks images, as described in the Methods. (C) Quantification of total s-LNvs axonal crosses in flies with *miR-210* over-expression (*tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210/+*) restricted only during development (29°C-23°C), or only during adulthood (23°C-29°C), with respect to positive (constitutive over-expression, *tim-Gl4(U)/UAS-miR-210*) and negative (*tim-Gl4(U)/+*) controls. Over-expression was modulated by using the Gal4-Gal80^ts^-UAS ternary system. Mean ± SEM. Mann-Whitney U test: *** p<0.005, **p<0.01; ns: not significant. (Dark grey bar: ZT3, light grey bar: ZT15).

### *miR-210* up-regulation during development affects l-LNvs morphology and Lights-ON anticipation but not circadian rhythmicity in DD

To ascertain if the arrhythmicity of flies over-expressing *miR-210* was due to developmental defects, we took advantage of the Gal4-Gal80^ts^-UAS ternary system to target and manipulate the spatial and temporal expression of *miR-210* in TIM-expressing cells. *tim(UAS)Gal4*,*tub-Gal80*^*ts*^*/UAS-miR-210* flies (hereafter *tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210*) were analysed at both restrictive (29°C) and permissive (23°C) temperatures.

When *miR-210* expression was activated only during development (29°C-23°C) flies were mostly rhythmic under DD conditions (Fig 9A, Table 4), and displayed normal PER oscillations in LD (S6A Fig), as well as normal circadian changes in the morphology of s-LNv dorsal termini (Fig 8C). However, the number of PDF vesicles and the arborisation of the l-LNvs were affected (Figs 7B and 9B) and most of the flies lost their ability to anticipate the Lights-ON transition (Table 4).

**Fig 9:**
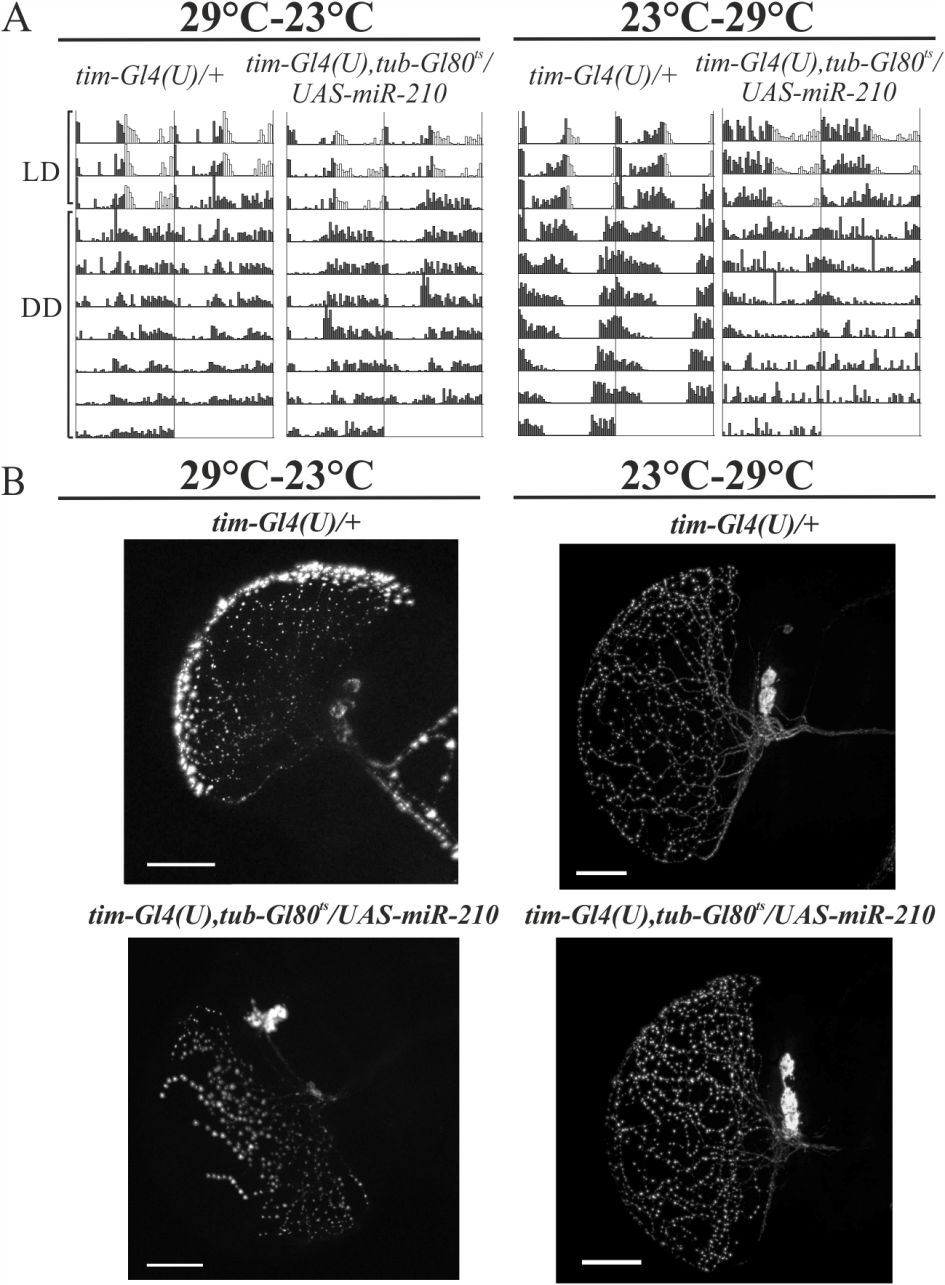
Temporal expression of miR-210 in clock cells. (A) Double-plotted locomotor activity of a single representative fly per genotype, recorded for 3 complete days under LD and for 7 complete days under DD. The indicated temperatures refer to *tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210* flies and controls (*tim-Gl4U)/+*) developed at 29°C and analysed at 23°C (29°C-23°C) or developed at 23°C and analysed at 29°C (23°C-29°C). (dark grey: dark phase; white: light phase). (B) Confocal stack images representing l-LNvs arborisation patterns in flies over-expressing *miR-210* during different temporal transects (see above). Whole brains were collected at ZT0 and PDF was detected. Scale bar: 25 μm.

**Table 4:** Locomotor activity of flies with temporal control of *miR-210* over-expression.

Genotype	N° tot	N° Alive	N° R	% R	τ		SEM	% MA	% EA
**29°C—23°C**									
*w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/UAS-miR-210*	95	91	62	68.13	24.18	±	0.07	**29.67**	54.95
*w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/+*	94	91	70	76.92	24.09	±	0.05	62.64	75.82
*w;tim(UAS)-Gal4/+*	91	85	75	88.24	23.72	±	0.06	87.06	90.59
*w;UAS-miR-210/+*	92	89	80	89.98	23.89	±	0.05	86.52	91.01
*w;tim(UAS)-Gal4/UAS-miR-210*	93	82	7	**8.54**	24.52	±	0.16	**47.56**	79.27
**23°C—29°C**									
*w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/UAS-miR-210*	61	14	7	**50.00**	24.10	±	0.23	**42.86**	78.57
*w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/+*	63	51	49	96.08	23.68	±	0.07	98.04	86.27
*w;tim(UAS)-Gal4/+*	59	49	49	100.00	23.34	±	0.04	67.35	93.88
*w;UAS-miR-210/+*	30	12	11	91.67	23.69	±	0.16	100.00	100.00
*w;tim(UAS)-Gal4/UAS-miR-210*	59	25	6	**24.00**	24.17	±	0.25	**28.00**	68.00

Male flies were monitored for three days in LD 12:12 and seven days in DD. Flies with the following genotypes: *w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/+*, *w;tim(UAS)-Gal4/+* and *w;UAS-miR-210/+* flies are negative controls, while *w;tim(UAS)-Gal4/UAS-miR-210* flies are positive controls. *miR-210* over-expression (*w;tim(UAS)-Gal4*,*tub-Gal80*^*ts*^*/UAS-miR-210*) was activated only during development (29°C-23°C) or only during adulthood (23°C-29°C). Period values (τ) were averaged over all rhythmic flies per genotype. R: rhythmic flies; N: number of tested flies. MA (morning anticipation) and EA (evening anticipation) were detected, fly-by-fly, examining the bout of activity prior to light transitions as in [45].

In contrast, when *miR-210* expression was activated only during the adult stage (23°C-29°C), flies showed a high mortality possibly reflecting the increased level of *miR-210* expression at this temperature. The few flies that remained alive were weakly rhythmic over the first days and then became arrhythmic and again did not anticipate Lights-ON (Fig 9A, Table 4). PER oscillations were normal compared to those of controls (S6A Fig). The l-LNvs did not exhibit any abnormal arborisations or shape or reduced number of PDF vesicles nor was the s-LNvs termini structural plasticity compromised (Figs 7B, 8C and 9B).

To assess the functional performance of the large LNvs, sleep was quantified in flies with or without these neuronal defects. Loss of PDF arborisation significantly increased daytime sleep (S6B Fig). These data, which are consistent with those of Sheeba et *al*. and Shang et *al*. [52,53], indicated that *miR-210* affects total sleep levels and its temporal distribution.

### *miR-210* regulates multiple genes involved in different pathways

To identify genes directly or indirectly regulated by *miR-210*, gene expression signatures of adult fly brains were defined and sampled at ZT0, by over-expressing *miR-210* in the TIM-expressing cells (*tim-Gl4(U)/UAS-miR-210*). The results were compared to their control (*tim-Gl4(U)*). Significance Analysis of Microarray (SAM)-two-class analysis identified 2,376 differentially expressed genes (941 up-regulated and 1,435 down-regulated), considering a 7.0% false discovery rate (S3 Table). A total of 78 genes were identified by comparing these results with putative *miR-210* targets obtained from two target prediction algorithms, mirSVR and TargetScan 6.2 [23,54–56] (S4 Table). The probability of obtaining this enrichment by chance is *P* = 3.774758 e^-15^, as calculated from the hypergeometric distribution. Two genes within the top-ranking *miR-210* target candidates (the most down regulated, *echinus* and *minidisc*, S4 Table), and one chosen by a literature search (*SoxNeuro*, for its role in Central Nervous System development [57,58]) were selected and qRT-PCR analysis was used to validate their expression (S7 Fig). The functional annotation tool DAVID, [59] was used to analyse the 2,376 differentially expressed genes to identify the biological processes represented in the expression signatures. A consistent number of genes involved in “Neuron development” (GO:0048666, 54 genes, BH adjusted p-value: 0.096, S5 Table), “Circadian rhythms” (GO:0007623, 22 genes, BH adjusted p-value: 0.095, S6 Table) and “small GTPase mediated signal transduction” (GO:0007264, 19 genes, BH adjusted p-value: 0.098, S7 Table) were identified. A panel of 4 putative targets, already detected to be associated *in vivo* to the AGO1 in fly heads and therefore miRNAs regulated [37], *SoxNeuro* (*SoxN*), *minidiscs* (*mnd*), *Basigin* (*Bsg*) and *scribbled* (*scrib*), belonging to the biological processes mentioned above, were selected for a luciferase assay to test for a direct interaction (Fig 10A). *mnd* was selected based on the ranking value (S4 Table). For all other genes, selection was based on a literature search, for their involvement in axon guidance (*SoxNeuro* [58]), or cell morphogenesis (*scribbled* [60–62] and *Basigin* [63]). Among these, *miR-210* targets were identified by performing luciferase assays in *miR-210* over-expressing or control S2R+ Drosophila cells, transfected with reporter vectors containing wild-type or mutated 3’-UTRs. A significant reduction in luciferase activity was observed in cells transfected with the vectors containing wild-type 3’-UTRs of the *mnd*, *SoxN* and *scrib* putative targets, with the exception of *Bsg*. Normal levels of luciferase activity were restored in cells transfected with the vectors containing mutated 3’-UTRs of *SoxN* and *mnd*, with the exception of *scrib* (Fig 10A and 10B). Therefore, *mnd*, and *SoxN*, may be direct targets of *miR-210*.

**Fig 10:**
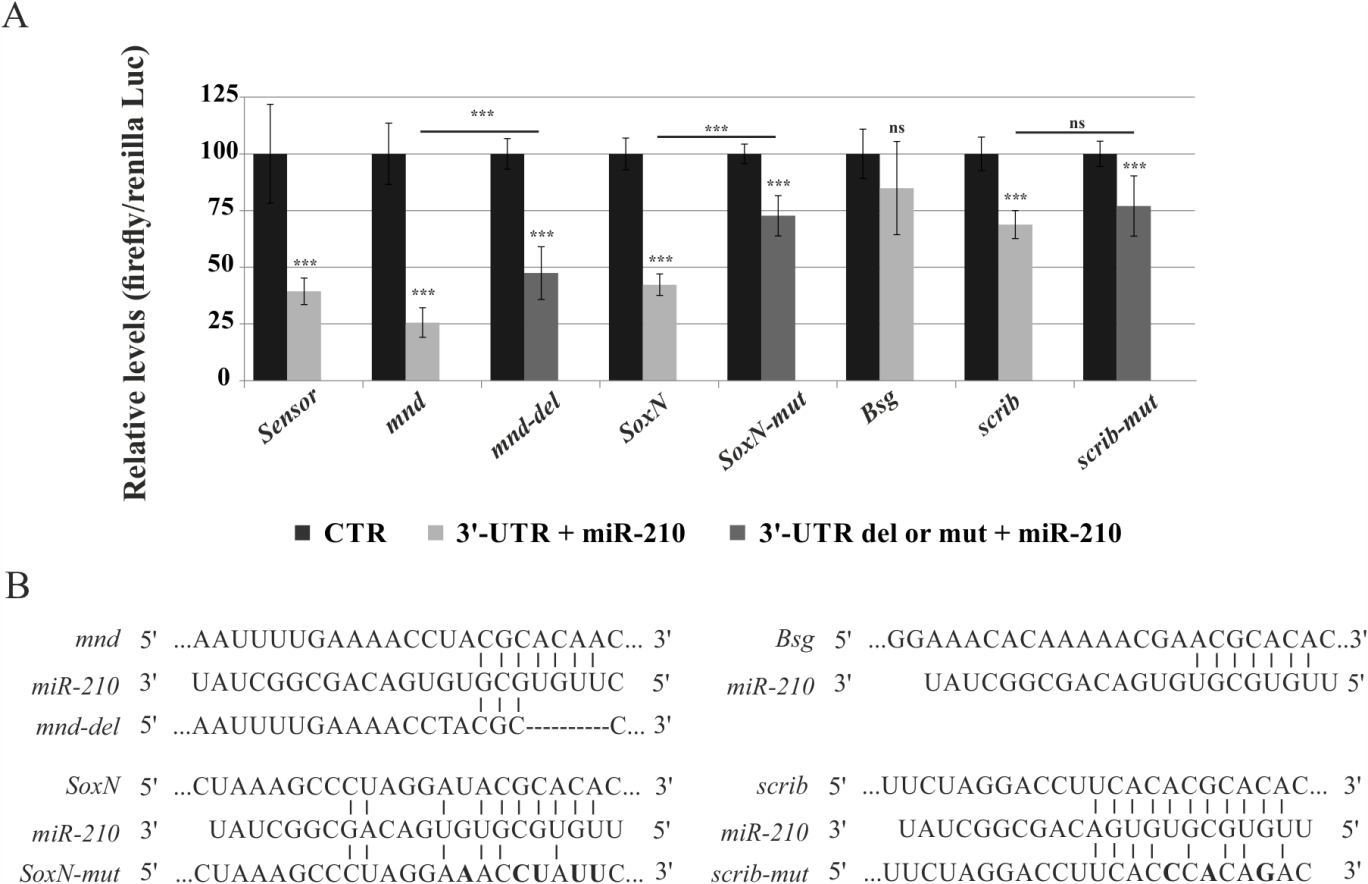
*miR-210* modulates the expression of multiple genes. Luciferase assays were performed 24 hours post-transfection on S2R+ cells transfected with miR-210 precursor (*pUAST-miR-210* + *p-Act-Gal4*) or negative controls (only *p-Act-Gal4*). (A) Luciferase relative levels in cells transfected with reporter constructs containing wild-type or mutant 3’-UTRs for the indicated genes, or a synthetic sequence including 3 perfect *miR-210* binding sites (sensor). Results from three independent experiments are shown as mean ± SD of firefly luciferase activity relative to controls. t test; *p<0.05; **p<0.01; ***p<0.005; ns, not significant. (B) Reporter constructs containing miR-210 wild type or mutant binding sites in *mnd*, *SoxN*, *Bsg*, *scrib* and 3’-UTRs (sensor). mut, mutation; del, deletion.

An *in vivo* RNAi screening was also performed on these genes, in order to determine whether their down-regulation in the TIM-expressing cells was able to phenocopy the loss of rhythmicity observed in flies over-expressing *miR-210*. We set out to analyse RNAi lines for the two genes mentioned above crossed with the *tim-Gl4(U)* line. Males from the progeny were tested for 3 days under LD, and for 7 days under DD. A qRT-PCR was performed in adult fly heads in order to validate the RNAi lines (S8 Fig). Down-regulation of the genes examined did not affect morning or evening anticipation of light transitions nor rhythmicity under DD (Table 5). A whole mount PDF staining of the brain was performed at ZT0 to examine the morphology of the PDF projections of l-LNvs in flies knocked down for *mnd* and *SoxN*. No aberrant projections were detected in the *tim-Gal4/UAS-RNAi* flies analysed (S9 Fig).

**Table 5:** Locomotor activity of *mnd* and *SoxN* knock down flies.

Genotype	N° Tot	N° Alive	N° R	% R	τ		SEM	% MA	% EA
*w;tim(UAS)-Gal4/+;UAS-RNAi-mnd/+*	32	31	23	74.19	23.99	±	0.08	93.55	100
*w;;UAS-RNAi-mnd/+*	30	30	29	96.67	23.62	±	0.06	93.33	100
*w;tim(UAS)-Gal4/+;UAS-RNAi-SoxN/+*	62	61	39	63.93	23.96	±	0.05	75.41	98.36
*w;;UAS-RNAi-SoxN/+*	60	53	49	92.45	23.83	±	0.06	77.36	96.23

The progeny of each RNAi line (*w;;UAS-RNAi-mnd/+* and *w;;UAS-RNAi-SoxN/+*) crossed with the *tim-Gal4* driver were analyzed for 3 days under LD and 7 days under DD. R: rhythmic flies. Period values (τ) were averaged over all rhythmic flies per genotype and compared to those of controls (RNAi/+ lines). MA (morning anticipation) and EA (evening anticipation) were detected, fly-by-fly, examining the bout of activity prior to light transitions as in [45].

### *miR-210* affects the morphology of *Drosophila* neuronal cells

To further examine any *miR-210* role in shaping neuronal projection patterns, a transient transfection of *miR-210* was performed in *Drosophila* neuronal BG3-c2 cells, which, once plated, spread arborisations in ~55% of neurons. While treated cells were co-transfected with a *pAct-GFP*, *pAct-Gal4* and *pUAST-miR-210* plasmids, the controls were co-transfected with *i) pAct-GFP* and *pAct-Gal4*, or *ii) pAct-GFP*, *pAct-Gal4* and *pUAST-miR-Scramble* plasmids. GFP-positive cells were then analysed after 120 h. Approximately 70% of *miR-210* treated cells were found to lose their arborizations, compared to 45% in controls (Fig 11A and 11B). No differences were observed compared to controls when a *miR-Scramble* was used for transfection (Fig 11A). A propidium iodide test and Annexin V Apoptosis Detection Test were performed by cytofluorimetry to exclude the possibility that the morphological features of the BG3-c2 Drosophila cells were a result of a necrosis due to environmental perturbation (over-expression of *miR-210*), or to a programmed cell death triggered by the miRNA itself (Fig 11C and 11D). Less than 9% of cells transfected for *miR-210* (among the GFP positive) were shown to be undergoing apoptosis (Annexin-positive) and no neuronal necrosis was detected with a transfection efficiency of 8.5% (Fig 11E). These results support the view that *miR-210* over-expression plays a role in preventing arborisations *in vitro*, reflecting the similar observation with l-LNvs in the OL *in vivo*.

**Fig 11:**
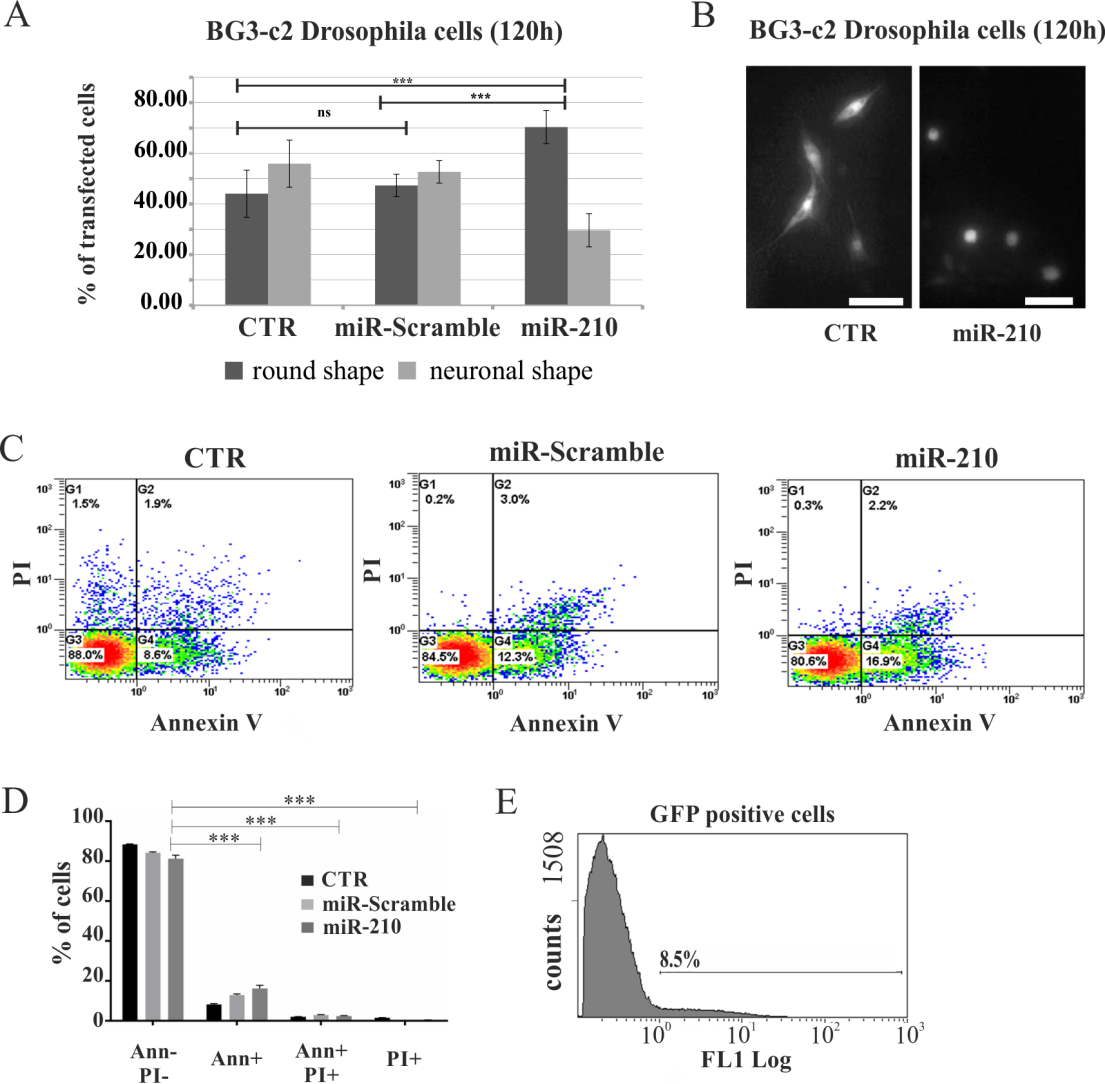
*miR-210* over-expression in Drosophila BG3-c2 neuronal cells. (A) BG3-c2 Drosophila neuronal cells were co-transfected with *pUAST-miR-210*, *p-Act-Gal4* and *p-Act5c-stable-neo-GFP (miR-210)* or *pUAST-miR-Scramble*, *p-Act-Gal4* and *p-Act5c-stable-neo-GFP (miR-Scramble)*. In addition, co-transfaction with *p-Act-Gal4* and *p-Act5c-stable-neo-GFP* was used as a control (CTR). (A) Histograms show the percentage of transfected cells (GFP-positive), measured after 120 hours from transfection, with round or neuronal shapes. t test: ***p<0.005, ns: not significant. (B) GFP expression in BG3-c2 Drosophila cells transfected with miR-210 (right panel) and control (left panel) after 120 hours (see above for details). It should be noted that most of the neurons treated with miR-210 exhibited a round shape. Scale bar 36 μm. (C) Representative plots of BG3-c2 GFP positive cells (CTR, *miR-Scramble* and *miR-210*) 120 hours post-transfection and double-stained with Annexin V and propidium iodide (PI). (D) The histogram shows the higher percentage of GFP positive live cells (Annexin V-/PI-), with respect to early apoptotic (Annexin V+), or late apoptotic/necrotic cells (Annexin V+/PI+ and PI+, t test *** p<0.001) of all treated samples. (E) BG3-c2 transfection efficiency.

### *miR-210* over-expression during development induced visual defects

As demonstrated above, over-expression of *miR-210* in TIM-expressing cells during development causes an irreversible disruption of the l-LNvs distal arborisation in the optic lobe, and an aberrant neuronal cell body shape. Gene expression analysis highlighted the presence of genes that were down-regulated by *miR-210* over-expression. Among these, genes involved in the organization and development of photoreceptors were also identified (Fig 12A, S8 Table). It was therefore decided to use the optomotor response to evaluate the visual ability of flies in which *miR-210* was over-expressed only during pre-adulthood developmental stages. *tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210* flies were raised at a restrictive (29°C-23°C) or permissive (23°C-23°C) temperature to over-express or prevent the expression of *miR-210* during development, respectively. Adult males were placed in an incubator at 23°C for 3 days and collected and analysed at ZT18, when wild type flies usually perform best [64]. Flies over-expressing *miR-210* during development gave significantly fewer correct responses compared to controls (Fig 12C). We concluded that over-expression of *miR-210* during development induces visual defects. This is consistent with our microarray analysis, indicating an enrichment of affected genes involved in the photoreception pathways.

**Fig 12:**
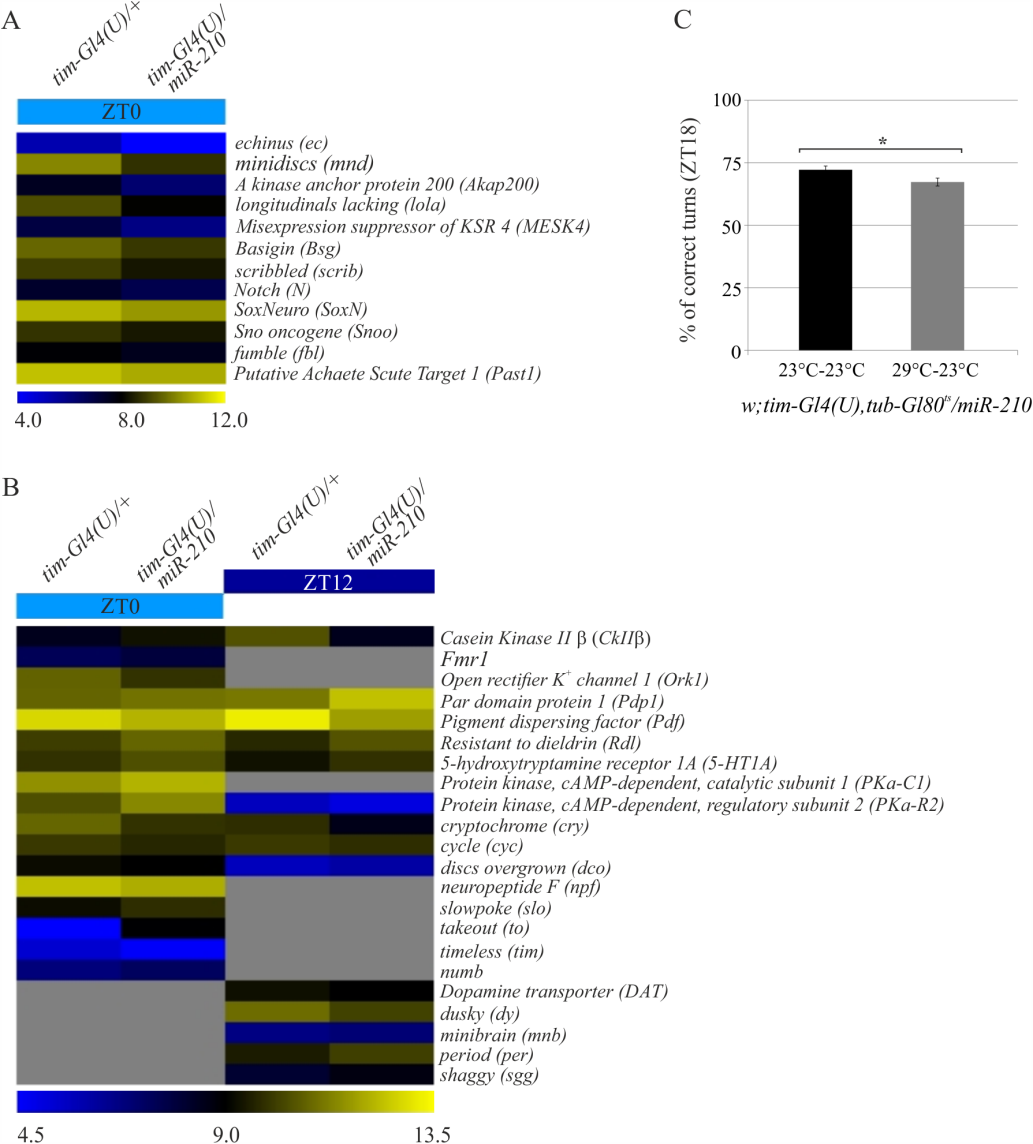
Altered gene pathways in *miR-210* over-expressing flies. Heat maps representing a selection of deregulated transcripts, provided by the DAVID tool, in *tim-Gl4(U)/UAS-miR-210 versus* control samples (*tim-Gl4(U)/+*) involved in (A) phototransduction (12 transcripts). A color-coded scale for the normalized expression values is used: yellow and blue represent high and low expression levels in *miR-210* over-expressing flies, compared to controls. The expression level of each transcript was calculated as Log2 (*miR-210*/CTRL). A complete list of differentially expressed genes identified by SAM two class algorithm is provided in the Supplementary Information (S3 and S9 Tables). (B) Heat map representing deregulated transcripts, provided by the DAVID tool, in *tim-Gl4(U)/UAS-miR-210* versus control samples (*tim-Gl4(U)/+*) involved in circadian rhythms (22 transcripts), at ZT0 and ZT12. (C) Optomotor responses at ZT18 of *tim-Gl4*,*tub-Gl80*^*ts*^*/UAS-miR-210* flies kept at 23°C (23°C-23°C) or 29°C (29°C-23°C) during development. A total of 100 flies per genotype were analysed. *miR-210* over-expressing flies (grey) showed a significant decrease in the optomotor response compared to controls (black). (Mean ± SEM; t-test * p<0.05).

### Circadian genes altered by *miR-210* over-expression

A cluster of genes involved in maintaining circadian rhythmicity was identified amongst those that were differentially expressed (down regulated) at ZT0 in *tim-Gl4(U)/UAS-miR-210* flies compared to controls: *tim*, *pdf*, *cryptochrome* (*cry*), *open rectifier k*^*+*^ *channel 1* (*ork1*), *cyc*, *neuropeptide F* (*npf*), *dco* and *pdp1* (Fig 12B, S6 Table). An additional gene expression analysis was performed at ZT12, in both the over-expressing flies and controls (S9 Table). *pdf*, *cry* and *cyc* transcripts were down-regulated in *miR-210* over-expressing flies at both ZT0 and ZT12, while *sgg*, *per*, *disc overgrown* (*dco-* also called *dbt*) and *pdp1* were up-regulated at ZT12 (Fig 12B). 

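The additional analysis at ZT12 (lights-off under LD12:12) covered 8 one-colour Agilent arrays, each hybridized with RNA from about 25 dissected brains. Of these arrays, 4 held *tim-Gl4(U)/UAS-miR-210* flies, in which the *tim* driver over-expresses *miR-210* in the clock cells, and 4 held *tim-Gl4(U)/+* controls. Each array carries 62976 spots, of which 1319 are control spots. The other 61657 spots hold 32162 different probes for *Drosophila* transcripts, placed on the dm3 genome build, and 13907 of these probes have 1 spot only. All 8 arrays lay on 1 slide read in 1 scan, the controls in slide column 1 and the *miR-210* over-expressing flies in slide column 2, so genotype and slide column cannot be told apart. The paper and the titles of the 4 over-expression samples give ZT12, while the descriptions of these 4 samples give 0 h. The labels of the 4 control samples give no time of their own, and the time of the controls rests on the title of the whole set and on the paper. ZT12 is used here for all 8 arrays. The authors' image analysis gives, for each spot, an intensity from which the background had been subtracted and which was not normalized between arrays. Its 75th percentile over the spots of each array ranged from 294.5 to 438.9 (median 384.9) in the controls and from 408.4 to 515.1 (median 447.3) in the over-expressing flies. The spots significantly above background made up 71.7% to 73.6% of the spots on each array, and the number of saturated spots was 0. With 4 arrays per genotype, the number of arrays limits the precision.

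Following the paper's methods, the intensities were quantile normalized between the arrays and the spots of each probe were averaged, here on the log2 scale and without the 585 to 854 spots per array that the image analysis marked as outliers. Probes were tested when at least 1 of their spots was positive and significant on at least 4 of the 8 arrays. The values of their remaining dim spots were kept, so that a transcript absent from 1 genotype could be tested, whereas the paper marked such spots as not available. Of the probes tested, 45 lacked a value on some array. The genotypes were compared with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment over all probes tested. The threshold was an adjusted p of 0.07, the false discovery rate used in the paper. A probe not well above background on any array of 1 genotype has only a bound there. Its change is given as at least N-fold, from the mean log2 level of the brighter genotype to the mean, over the arrays of the dimmer one, of the lowest level among probes well above background or of the probe's own level where that was higher. The number of probes annotated to *mir-210* on the array is 0, so the over-expression itself was not measured on these arrays.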

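By the probes that S6 Table lists, 2 of these 7 transcripts passed the threshold over all probes tested. For *Pdf* (transcript FBtr0085024, probe on 3R from 22281184 to 22281241) the normalized log2 expression was 13.23 ± 0.28 (SD, n = 4 arrays) in the controls and 11.79 ± 0.10 (SD, n = 4) in the over-expressing flies, a log2 fold change of -1.44 (standard error 0.16, limma adjusted p = 0.00232). For *cry* (FBtr0083736, 3R from 15041078 to 15041137) it was 9.77 ± 0.11 in the controls and 8.48 ± 0.43 in the over-expressing flies, a log2 fold change of -1.28 (standard error 0.21, limma adjusted p = 0.0131). With each array left out in turn, the log2 fold change stayed between -1.54 and -1.35 for *Pdf* and between -1.45 and -1.13 for *cry*. The level of *cyc* (FBtr0074924, 3L from 19806911 to 19806970) moved from 10.02 ± 0.06 to 9.79 ± 0.07, a log2 fold change of -0.23 (standard error 0.10, limma adjusted p = 0.243). In the other direction, *sgg* (FBtr0302185, X from 2567208 to 2567267) moved from 8.05 ± 0.37 to 8.67 ± 0.27, a log2 fold change of 0.62 (standard error 0.21, limma adjusted p = 0.159). All 4 over-expression arrays lay on 1 side of all 4 control arrays for *Pdf*, *cry*, *cyc* and *sgg*, each with p = 0.0286 in an exact two-sided permutation test, the smallest p that 4 against 4 arrays allow. For *per* (FBtr0070477, X from 2586725 to 2586784) the level was 9.39 ± 0.44 in the controls and 10.08 ± 0.21 in the over-expressing flies, a log2 fold change of 0.68 (standard error 0.22, limma adjusted p = 0.141). Control replicate 1 of *per*, at 10.02, lay above over-expression replicate 1, at 9.78 (exact permutation p = 0.0571), and without that control array the log2 fold change was 0.89 with an adjusted p of 0.0310 (0.0310 to 0.292 over the alternatives).

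The listed *dco* probe (FBtr0334548, 3R from 26879880 to 26879939) had a log2 fold change of -0.13 (standard error 0.16, limma adjusted p = 0.660, exact permutation p = 0.4) between 8.40 ± 0.24 and 8.27 ± 0.18. The listed *Pdp1* probe (FBtr0076777, 3L from 7809381 to 7809440) had a log2 fold change of 0.10 (standard error 0.15, limma adjusted p = 0.722, exact permutation p = 0.429 with 3 control and 4 over-expression arrays that gave a value). S6 Table prints ZT12 levels for *dco* and *Pdp1* that equal those of another probe of each gene. For *dco*, this other probe (3R from 26882165 to 26882224) rose by 0.47 on the log2 scale (standard error 0.14, limma adjusted p = 0.115). For *Pdp1*, it lay on 3L from 7809079 to 7809138 and rose by 1.42 (standard error 0.35, limma adjusted p = 0.0645). The 7 *Pdp1* probes other than this one lay between -0.11 and 0.16. The other *cry* probe changed by -0.30, the other *cyc* probe by -0.28 and the other *Pdf* probe, close to background, by 0.33, and the other *sgg* probes by -0.09 to 0.44, all past no threshold. Among the alternatives to this processing, leaving the arrays without normalization moved *cyc* most, to -0.01, and turned *dco* to 0.16. Scaling to the 75th percentile and normexp background correction turned *Pdp1* to -0.02 and -0.06, and normexp took *cyc* past the threshold with an adjusted p of 0.0594 (0.0594 to 0.986 over the alternatives).

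**Figure D1:**
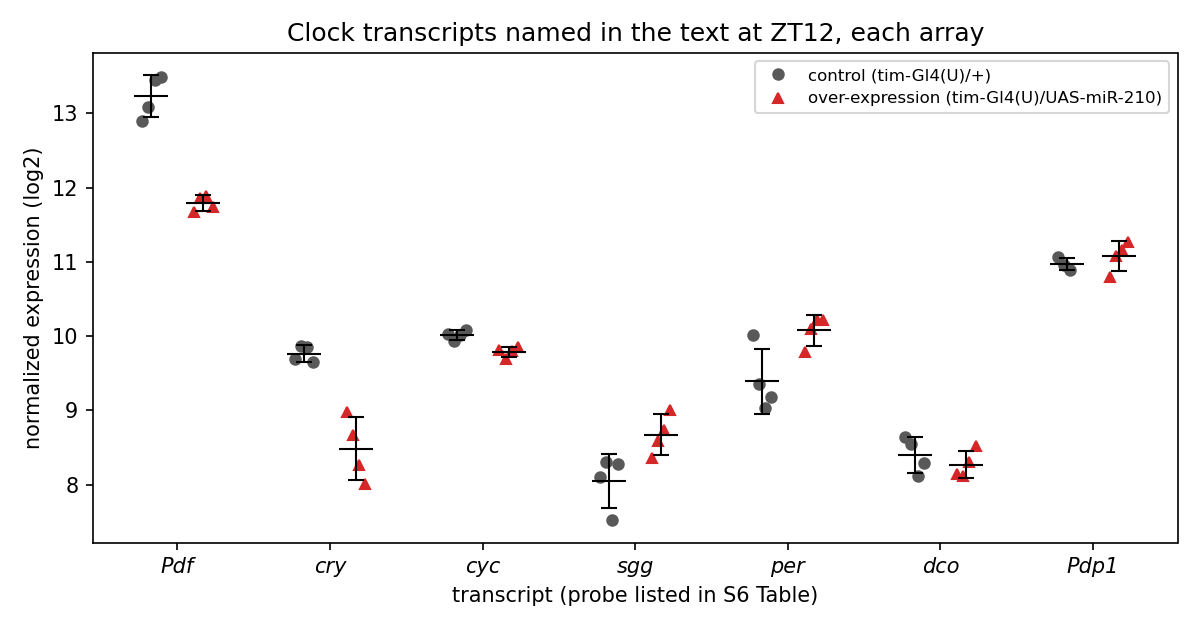
Normalized expression (log2) of the 7 transcripts on each of the 8 arrays at ZT12, by the probes of S6 Table. Circles are *tim-Gl4(U)/+* controls, triangles are *tim-Gl4(U)/UAS-miR-210* flies, horizontal lines are means and bars are SD. The genotypes lie apart for *Pdf*, *cry*, *cyc* and *sgg* and overlap for *per*, *dco* and *Pdp1*. For *dco* and *Pdp1*, S6 Table prints ZT12 levels of other probes, which are not shown here.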

Only *dbt* was identified *in silico* as a putative target for *miR-210* (S4 Table), but it has not been identified as a miRNA-regulated transcript *in vivo* [37]. 

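Besides the probe listed for *dco* in S6 Table, the array carries 3 other *dco* probes on 3R, all annotated to transcript FBtr0085744. The probe from 26880962 to 26881021 had a normalized log2 expression of 10.66 ± 0.13 (SD, n = 4 arrays) in the controls and 11.09 ± 0.14 (SD, n = 4) in the over-expressing flies, a log2 fold change of 0.43 (standard error 0.12, limma adjusted p = 0.0966). The probe from 26882165 to 26882224, whose ZT12 levels S6 Table prints, moved from 5.62 ± 0.21 to 6.09 ± 0.14, a log2 fold change of 0.47 (standard error 0.14, limma adjusted p = 0.115). For both of these probes every over-expression array lay above every control array (exact permutation p = 0.0286). The probe from 26883546 to 26883605 was not well above background on any array, and no fold change is given for it. At ZT12, no *dco* probe passed the threshold over all probes tested.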

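Over the 22 circadian transcripts of S6 Table, measured at ZT12 by the listed probes, 10 were lower and 12 higher in *miR-210* over-expressing flies. The threshold over all probes tested was passed by 5 of them, with *Pdf*, *cry*, *tim* and *CkIIbeta* lower and *Rdl* higher. Adjusted over the list alone, 10 transcripts passed it, 5 in each direction. S6 Table gives 5 of the 22 as significant at ZT12 and not at ZT0, so the count over the list alone is not independent of the ZT12 values. The unadjusted limma p was under 0.05 for 13 transcripts, and for 11 the 4 arrays of 1 genotype all lay above those of the other, where chance gives 1 in 35. The largest fall was that of *CkIIbeta* (X from 11694750 to 11694809), with a log2 fold change of -1.94 (standard error 0.22, limma adjusted p = 0.00289), although over-expression replicate 1 lay away from the other 3 arrays of its genotype. All 8 *CkIIbeta* probes were lower, and 2 of them passed the threshold. The 7 probes other than the listed one changed less, by -0.83 to -0.39. The other probe of the same annotated transcript, well above background on every array, changed by -0.39 (standard error 0.22, limma adjusted p = 0.358). The listed *tim* probe (2L from 3501126 to 3501185) changed by -1.09 (standard error 0.27, limma adjusted p = 0.0645), with control replicate 1 far above the other 3 controls. Without that array the listed probe still passed, at -0.82 (limma adjusted p = 0.0449), and it passed with no other array left out. It no longer passed under 12 of the 20 alternatives set beforehand (adjusted p from 0.0311 to 0.217), and the other *tim* probes changed by -0.02 and 0.18. The *Rdl* probe (3L from 9142703 to 9142762) rose by 0.76 (standard error 0.17, limma adjusted p = 0.0471) and missed the threshold when any 1 of 6 of the arrays was left out. The 9 other *Rdl* probes changed by -0.10 to 0.44, and none of them passed. Depending on which array was left out, between 3 and 6 transcripts passed. S4 Table lists 1 of the 22 transcripts, *dco*, among the predicted targets of *miR-210*, and its listed probe did not pass the threshold.

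**Figure D2:**
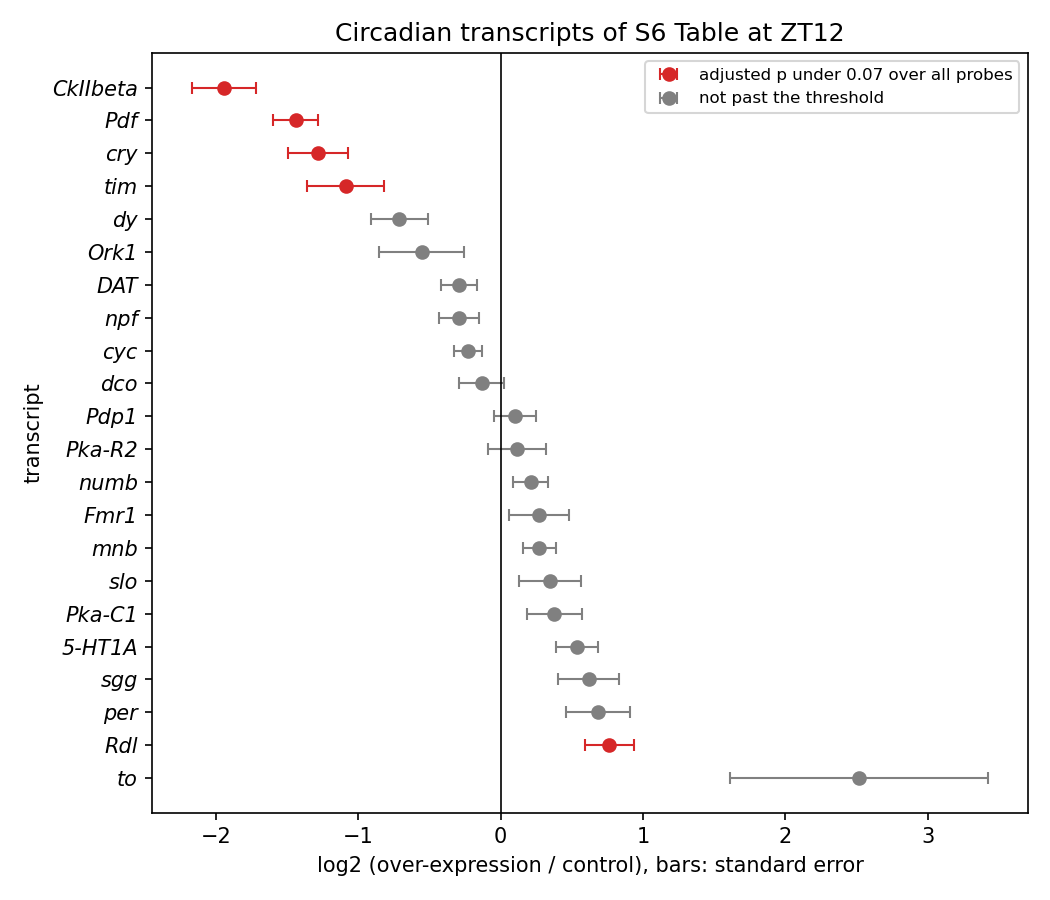
Log2 fold change (over-expression over control) at ZT12 of the 22 transcripts of S6 Table, in order of size. Points are limma estimates from 4 arrays per genotype, bars are standard errors, and the 5 transcripts with an adjusted p under 0.07 over all probes tested are in red.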

Our findings suggest that *miR-210* modulates the expression of circadian clock components mostly indirectly.

## Discussion

In recent years, it has emerged that miRNAs play important roles in modulating a variety of physiological process. This study focuses on *miR-210* which in mammals is involved in processes such as angiogenesis, neurogenesis, mitochondrial metabolism, apoptosis, proliferation and hypoxia [65]. In Drosophila the functional role of *miR-210* has not been fully characterized.

Expression levels of *miR-210* have been shown to increase in *cyc*^*01*^ mutant flies [43], and are cycling under LD in PDF neurons [44], suggesting a link between *miR-210* and the regulation of the circadian clock machinery. We showed that *miR-210* is a modulator of the circadian locomotor activity of flies, under both LD and DD conditions because overexpression and knock-out of *miR-210* in clock cells significantly delayed or advanced, respectively, the phase of the evening onset of flies under light-dark cycles, without affecting PER cycling in canonical clock neurons. This suggests that *miR-210* regulates genes involved in the control of the circadian clock output pathways. In addition, *miR-210* up-regulation in clock cells rendered most of the flies arrhythmic in DD (and phase delayed the remaining rhythmic individuals), while the knock-out significantly phase advanced locomotor activity.

In a recent paper, Chen and Rosbash identified *miR-210* as one of the miRNAs expressed in PDF positive neurons, cycling with a peak in the middle of the day (ZT6), as measured by qRT-PCR [44]. Here we report its expression pattern in photoreceptors, Optic Lobe, Antenna Lobe, Mushroom Bodies and H-B eyelet, but we failed to detect *miR-210* expression in clock neurons, as measured by a GFP reporter. A potential explanation for this is that we were not able to detect GFP in clock neurons by confocal microscopy due to limitations of this technique compared to qRT-PCR. Our behavioural data however, supported the hypothesis that *miR-210* is transcribed in PDF clock neurons. By manipulating *miR-210* expression levels with Gal4-Gal80-UAS, we were able to unveil the anatomical contribution of different clusters of clock cells in defining the locomotor activity phase of flies. We found that *miR-210* over-expression in PDF positive neurons is sufficient to delay the evening onset of flies under LD and, surprisingly, its expression in these neurons is necessary to ensure the correct phase under DD. Although these results corroborate the data previously published by Chen and Rosbash [44], we could not completely exclude that *miR-210* might be also released from the H-B eyelet, via synaptic transmission, targeting the small LNvs. In the presence of light, *miR-210* could be released by the H-B eyelet, to accumulate in PDF expressing neurons, with a peak of expression in the middle of the day at ZT6, as reported by Chen and Rosbash [44]. We formulate this hypothesis because flies delayed their activity under LD, when the amount of *miR-210* was highly elevated in PDF positive neurons, due to its constitutive expression driven by the Gal4-UAS system. On the other hand, weak or no advance in evening phase was observed in LD when *miR-210* transcription was repressed in PDF/CRY positive neurons, despite the dramatically advanced phase activity under LD observed in the *miR-210* knock out. This suggests that other structures expressing *miRNA-210* (i.e. the HB-eyelet) may contribute to modulating evening activity. Altogether, these data suggest that *miR-210* expression is required in the OL, AL, MB, photoreceptor and H-B eyelet to define the normal evening activity onset of flies when in LD.

By contrast, under DD, *miR-210* seems to be required at least in the PDF positive neurons as both repression of *miR-210* expression in PDF positive neurons or *miR-210* knock out show a 4–6 h advanced activity phase. We also observed that *miR-210* up-regulation in TIM- or CRY*-* expressing cells or *miR-210* depletion in CRY expressing cells, impinge on the circadian rhythmicity of flies under DD. This also suggests that an unbalanced *miR-210* transcription between clock neurons and photoreceptors, H-B eyelet, MB and AL, may affect the clock’s circadian output reinforcing the view that *miR-210* levels are critical for the circadian activity output of flies.

*miR-210* also controls the morphogenesis and the structural plasticity of the PDF expressing neurons. In the present study, the up-regulation of *miR-210* levels in clock cells affected the l-LNv body shape and resulted in aborted termini of their neurites in the distal part of the OL. Although this phenotype was not severe in all the brains analysed, all were affected to some extent. Day-time sleep was increased in flies with aberrant projections in the PDF positive l-LNvs compared to control, suggesting that the function of these cells is impaired [52,53]. *miR-210* over-expression during development results in aberrant projections of the large LNvs which appear during the mid-stage of the fly metamorphosis [7]. In addition, the LD and DD behaviour of flies with aberrant large PDF projections suggests their morphogenetic defects do not interfere with circadian locomotor activity.

By contrast, the s-LNv neuronal pattern of *tim-Gal4/UAS-miR-210* over-expressing flies did not appear to be affected: their projections still reached the dorsal part of the brain. However, it is well established that s-LNvs termini undergo circadian plastic changes in their morphology, with a higher degree of arborisation in the morning (defasciculated state) and a lower degree in the evening (fasciculated state) [51]. In between, at ZT6, *miR-210* reaches its maximum expression in the PDF positive cells [44]. We observed that in *miR-210* KO, the cycling between the defasciculated and fasciculated state of the small-LNvs dorsal projections was damped as when *miR-210* is constitutively over-expressed with the *tim*-promoter. It is interesting to highlight that the restricted temporal over-expression of *miR-210* (only during developmental or adulthood) did not affect the s-LNvs terminal plasticity, suggesting that the s-LNvs phenotype of *tim-Gal4/UAS-miR-210* flies is likely to be due to developmental defects caused by *miR-210* up-regulation, coupled with its higher levels in clock cells during adulthood. Similarly, only when over-expression was maintained through development and adulthood (*tim-Gal4/UAS-miR-210* flies) PER and *per* transcript levels were significantly higher compared to controls in all clock neurons. This implicates *miR-210* in the modulation of the expression of developmental genes, as well as genes that affect expression of components of the core molecular clock.

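The *per* transcript was measured on the arrays in RNA of whole brains, so that clock neurons were not separated from other cells. Apart from the *per* probe of S6 Table, 2 further *per* probes, both annotated to transcript FBtr0332311, can be read in the *tim-Gal4/UAS-miR-210* flies at ZT12. The probe on X from 2586079 to 2586138 had a normalized log2 expression of 5.52 ± 0.58 (SD, n = 4 arrays) in the controls and 6.37 ± 0.41 (SD, n = 4) in the over-expressing flies, a log2 fold change of 0.85 (standard error 0.31, limma adjusted p = 0.183). The probe from 2586099 to 2586158 moved from 5.25 ± 0.71 to 6.03 ± 0.18, a log2 fold change of 0.78 (standard error 0.32, limma adjusted p = 0.220), and was well above background on 2 of the 4 control arrays. The 3 *per* probes thus all rose and none passed the threshold of 0.07 over all probes tested with limma, at unadjusted p values of 0.0146 for the listed probe and of 0.0264 and 0.0405 for the others. The 2 further probes overlap each other, and all were read in the same RNA, so these are not independent measurements.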

Further analysis of *Drosophila* small RNA expression datasets revealed that *miR-210* represents more than 1% of all miRNAs in heads [66]. This places *miR-210* in the top 50 abundant miRNAs expressed in the brain [67], highlighting its importance in regulating biological processes in this tissue. As *miR-210* is one of the top ten miRNAs that are predicted to be major regulators of developmental genes [68], a microarray analysis of adult fly brains was performed at ZT0. This was to examine its biological function and to identify the most likely targets. Analysis of the down-regulated transcripts in *miR-210* over-expressing flies revealed an enrichment of genes involved in neuronal development including *SoxNeuro*, *longitudinal lacking* (*lola*) and *Notch* together with putative targets of *miR-210*. All these genes are involved in the axonal patterning processes and they participate in photoreceptor differentiation. *lola*, encoding a transcriptional factor, was found to be a target of *SoxNeuro* [58] and *lola* expression in the Drosophila eye disc is activated or repressed by Epidermal growth factor receptor and Notch, respectively, to determine R3, R4 and R7 photoreceptor cell fate [69]. *SoxNeuro* was shown to be a direct target of *miR-210 in vitro* but the down-regulation of *SoxN* did not affect the development of PDF arborisations in the OL. None of the down-regulated genes that are also putative targets of *miR-210* affected the PDF projection or perikaria of the l-LNvs. As l-LNvs control relevant physiological functions such as setting the activity of flies and mediating light-arousal and sleep [6,52,53,70], their altered development due to *miR-210* over-expression might depend on the simultaneous perturbation of the expression levels of several genes.

We also expressed *miR-210* in the BG3-c2 neuronal cell line derived from the Drosophila larval CNS. This particular cell line has been reported to express the *pdf* transcript [71] and is also characterized by neurons mostly developing long finger-like arborisations, a few days after they are plated. This makes them a suitable *in vitro* system to investigate the role of *miR-210* in modulating neuronal cells morphology. Interestingly, a significant fraction of the BG3-c2 cells expressing *miR-210* lost their arborisations compared to their controls, paralleling the effects on the arborisation we reported *in vivo* in the l-LNvs.

*miR-210* is highly conserved between humans and flies [72]. Up- or down-regulation of hsa*-miR-210* expression levels has already been associated with varying human diseases [65]. Moreover, it has been reported that *miR-210* is up-regulated in a murine model of oxygen-induced proliferative retinopathy (OIR) [73]. This is interesting as we have shown that *miR-210* over-expression during development alters the flies’ ability to perceive motion. It is not currently known, however, if this impairment is due to aborted projections of the l-LNvs in the optic lobe, or to a developmental defect of photoreceptors (i.e. the R3 and R4, the fate of which depends upon *SoxN*, *lola*, *Egfr* and *N* interactions) [69].

To conclude, our *in vivo* and *in vitro* data indicate that Drosophila *miR-210* affects behavioural circadian rhythmicity and the morphology of the PDF positive LNvs. It may also affect light signalling from the visual system to clock neurons and, in turn, the circadian phase of locomotor activity.

## Methods

### Drosophila strains

Flies were raised on standard cornmeal-yeast agar food in LD 12:12 cycles at 23C°. Several independent UAS-miR-210 lines were generated by cloning the 153 bp of the genomic region that contained the *pre-miR-210* in a pUAST plasmid [74]. The following primers were used: *F*: *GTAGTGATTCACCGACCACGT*, *R*: *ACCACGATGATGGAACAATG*. Two of these lines (*UAS-miRNA-210*.*5* and *UAS-miRNA-210*.*9*) were crossed to *tim-Gal4(UAS)* and the characterization of the progeny for behavioural (locomotor activity profiles and optomotor response, S10 Table and S10 Fig) and molecular features (PER and PDF expression pattern and miRNA-210 expression levels, S10 Fig) gave similar preliminary results. The *UAS-miRNA-210*.*9* was therefore selected for subsequent analyses and named *UAS-miRNA-210*. The other strains used in this study were previously characterized: *tim-Gal4(UAS)* [75], *pdf-Gal4* [4], *C929-Gal4* [48], *tub-Gal80*^*ts*^ [76], *cry-Gal4* [77], *gal1118-Gal4* [47], *pdf-Gal80* and *cry-Gal80* [9] The RNAi lines were obtained from the Vienna Drosophila RNAi Center [78]. The *RNAi-SoxNeuro*, the *yw(Ti-Gal4)miR-2l0*^*KO*^, and the *yellow*^*1*^ strains, were obtained from the Bloomington Drosophila Stock Center. Controls (Gal4 and UAS strains) and mutant flies (*yw(Ti-Gal4)miR-210*^*KO*^ and *yellow*^*1*^) were crossed with *w*^*1118*^ males prior to analysis.

### Circadian behaviour

The locomotor activity of 1 to 3 day-old males was recorded for 3 days in LD and 7 days in DD conditions at 23C° or 29C°, using the Drosophila Activity Monitor System (Trikinetic). Data were collected every 5 min and then analysed in 30 min bins using spectral analysis and autocorrelation, as described elsewhere [79]. Morning and evening anticipations were detected fly-by-fly, by examining the mean activity over 3 days under LD conditions and in accordance with [45]. The Morning Index was calculated as in [80]. Three days of activity in LD were used to generate average activity bar graphs. The LD evening phase onset was calculated manually on these graphs, as described in [45]. In particular, the evening phase onset was considered to be present when a bout of activity occurred after a period of rest during the day but it had to be composed of continuous movement with no more than one zero activity bin interspersed within, and with a steady increase in activity levels defining the onset. The DD activity phase was calculated manually, as the highest bout of activity occurring during the fourth day of constant conditions on smoothed data [79]. Sleep amount was calculated from the locomotor activity data by using a Microsoft Excel script in which sleep was defined as 5 min of consecutive inactivity of the flies [81].

### Total RNA isolation

1 to 3 day-old male flies were entrained for at least 3 complete days and then collected at the indicated time points. Total RNA was extracted from approximately 25 brains for each genotype using ZR RNA MicroPrep (ZYMO RESEARCH), according to the manufacturer’s instructions, and then quantified using the ND-1000 spectrophotometer (Nanodrop, Wilmington, DE). The quality of RNA was checked by capillary electrophoresis (RNA 6000 Nano LabChip, Agilent Bioanalyzer 2100, Agilent Technologies) and only samples with RNA Integrity Number (R.I.N.) values > 6 were used for microarray analysis. Where appropriate, total RNA was isolated from 30 male fly heads using Trizol (Life Technologies), according to the manufacturer’s instructions.

### Microarray labelling and hybridization

Gene expression profiling was carried out on the controls (*w;tim-Gl4(U)/+*) and miR-210 over-expressing flies (*w;tim-Gl4(U)/miR-210*), sampled at ZT0 and ZT12, using the Drosophila 2.0 custom platform (GPL18767). Four biological replicates were analysed for the controls and miR-210 over-expressing flies, for a total of 8 microarray experiments. Fifty ng of total RNA was labelled with “Low Input Quick Amp Labeling Kit, one color” (Agilent Technologies, CA), following the manufacturer’s instructions. The synthesized cDNA was transcribed into cRNA, labelled with Cy3-dCTP and purified with RNeasy Mini columns (Qiagen, Valecia, CA). The quality of each cRNA sample was verified by the total yield and specificity calculated with NanoDrop ND-1000 spectrophotometer measurements (Nanodrop, Wilmington, DE). Six hundred ng of labelled cRNA were used in each reaction and the hybridization was carried out at 65°C for 17 hours in a hybridization oven-rotator (Agilent Technologies, Palo Alto, CA). The arrays were washed using “Agilent Gene expression washing buffers” and “Stabilization and Drying Solution,” as recommended by the supplier. Slides were scanned on an Agilent microarray scanner (model G2565CA), and the Agilent Feature Extraction software version 10.5.1.1 was used for image analysis. 

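The headers of the 8 arrays at ZT12 name Feature Extraction version 12.0.0.7, where the methods name another version. The software gives each spot 2 marks against its local background, one for a signal that is positive and significant and a stricter one for a signal well above background. The stricter mark was set on 55.2% to 57.3% of the spots in the controls and on 56.5% to 58.6% in the over-expressing flies. The lowest normalized level among the probes well above background was between 3.91 and 4.51 (log2) on the different arrays. Smaller levels are thus not well above background, although spots can still be positive and significant there. Across the probes tested, the log2 levels of different arrays correlated with r between 0.967 and 0.979 among the controls, between 0.977 and 0.989 among the over-expressing flies and between 0.960 and 0.979 between the genotypes; these are correlations across probes, which are not independent replicates.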

Gene expression data are available in the GEO database using the accession number GSE77245.

### Statistical analysis of gene expression data

Inter-array normalization of the expression levels was performed using the quantile method to correct experimental distortions [82]. A normalization function was applied to the expression data of all the experiments and the values of within-array replicate spots were averaged. Feature Extraction Software, which provided spot quality measures, was used to evaluate the quality and reliability of the hybridization. In particular, the flag “glsPosAndSignif” (set to 1 if the spot had an intensity value that was significantly different from the local background and to 0 in all other cases) was used to filter out unreliable probes: a flag = 0 was marked as “not available (NA)”. Probes with a high proportion of “NA” values were removed from the dataset to attain a more solid, unbiased statistical analysis. Fifty percent of “NA” was used as the threshold in the filtering process, and about 23,700 *Drosophila* transcripts were obtained. 

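On the 8 arrays at ZT12, keeping the probes that were positive and significant on at least 4 arrays left 24531 probes. In the authors' deposited table of processed values for the same arrays, 80 probes have no value on any array of 1 genotype, and 23585 other probes can be tested. Asking for the mark on all 8 arrays left 19890 probes, and asking for signals well above background on at least 4 arrays left 17886.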

Cluster analysis and profile similarity searches were performed with Multi Experiment Viewer version 4.8.1 (tMev) of the TM4 Microarray Software Suite. The identification of differentially expressed genes was performed using two class Significance Analysis of Microarray (SAM) algorithm [83] with default settings. 

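SAM compares the difference between the means of the groups with the spread between replicates plus a constant, and takes its false discovery rate from permutations of the arrays. Run on the log2 values at ZT12 with all 70 permutations of 4 against 4 arrays, it passed 2112 probes at an estimated false discovery rate of 6.94%, with 880 higher and 1232 lower in *miR-210* over-expressing flies. They included all of the probes that limma passed. The authors' processed values leave dim spots as not available. On these values the same algorithm passed 450 probes, 203 higher and 247 lower. With the missing values filled in from the 10 nearest probes, it passed 1798 probes, 578 higher and 1220 lower. Both of these runs were chosen after the other counts had been seen.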

SAM uses a permutation-based multiple testing algorithm and identifies significant genes and miRNA with variable false discovery rates (FDR). This can be manually adjusted to include a reasonable number of candidate genes with acceptable and well-defined error probabilities. The normalized expression values of the biological replicates for each genotype were log2-transformed and averaged. The list of differentially expressed genes was functionally classified using the DAVID Gene Functional Classification tool (https://david.ncifcrf.gov/, [59]) to identify significantly enriched biological processes (Modified Fisher Exact p-value < 0.05).

### miRNA target prediction

The TargetScan 6.2 (http://www.targetscan, Release: June 2012, [23] and mirSVR (http://www.microrna.org, Release: August 2010, [54]) algorithms were used to predict dme-miR-210 targets. To identify the most likely targets, attention was focused on putative mRNAs differentially expressed in miR-210 overexpressing flies, sampled at ZT0 and ZT12 [55,56].

### Quantitative reverse transcriptase real-time PCR

Twenty-five brains were dissected for miR-210-3p and 2S rRNA quantification assays at the indicated time points. Each RT reaction (15 μl) contained 10 ng of total purified RNA, 5X stem-loops RT primer, 1X RT buffer, 0.25 mM each of dNTPs, 50U MultiScribe reverse transcriptase and 3.8 U RNAse inhibitor. The reactions were incubated in a thermocycler (Applied Biosystems) in 0.2 ml PCR tubes for 30 min at 16°C, 30 min at 42°C, followed by 5 min at 85°C, and then kept at 4°C. The resulting cDNA was quantitatively amplified in 40 cycles on an ABI 7500 Real-Time PCR System, using TaqMan 2XUniversal Master Mix no AmpErase UNG Mix and TaqMan MicroRNA Assays (Assay ID for miR-210-3p: 005997 and Assay ID for 2S rRNA: 001766 Applied Biosystems). Three replicates of each sample and endogenous control were amplified for each real-time PCR reaction. Total RNA extracted from the fly brains and heads, as described above, was used to validate the expression values obtained from microarray experiments and to confirm the silencing of specific genes in the RNA-interference lines respectively. The sequence of primers are detailed in S11 Table). For each sample, 1 μg of total RNA was used for first-strand cDNA synthesis, employing 10 mM deoxynucleotides, 10 μM oligo-dT and SuperScript II (Life Technologies). qRT-PCRs were performed in triplicate in a 7500 Real-Time PCR System using SYBER Green chemistry (Promega). The 2^-ΔΔCt^ (RQ, relative quantification) method implemented in the 7500 Real Time PCR System software was used to calculate the relative expression ratio [84].

### Luciferase reporter assay

Luciferase reporter vectors containing the partial 3’-UTR of the indicated *miR-210* target genes (*soxN*, *mnd*, *Bsg*, *scrib*) were generated following PCR amplification of the 3’-UTR from Drosophila cDNA and cloned into the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega). Where appropriate, the 3’-UTR was mutagenized at the miR-210 recognition site/s using the QuickChange Multi Site- Directed Mutagenesis kit (Stratagene-Agilent Technologies, Palo Alto, CA) following the manufacturer’s instructions. miR-210-sensor was obtained by annealing, purifying and cloning short oligonucleotides that contained three perfect miR-210 binding sites into the pmirGLO vector.0.8 x 10^6 S2R^+^ Drosophila cells were plated in 24-well plates and co-transfected with 333 ng of the pmirGLO Dual-Luciferase (Promega) construct. This contained the wild type or mutant/deleted 3’-UTRs of the indicated miR-210 potential target genes, 333 ng of the p-Act-Gal4 (a gift from Liqun Luo, Addgene plasmid #24344, [85]) and 333 ng of the pUAST-miR-210 plasmid (the same utilized to generate the flies), using Cellfectin II Reagent, following the manufacturer’s protocol (Life Technologies). Lysates were collected 24 hours after transfection and Firefly and Renilla Luciferase activities were measured with a Dual-Luciferase Reporter System (Promega). Luciferase activity was calculated by normalizing the ratio of Firefly/Renilla luciferase to negative control-transfected cells. Transfections were performed in triplicate and repeated 3 times.

### Immunohistochemistry

Flies were entrained for 3 complete days and then collected under LD or DD conditions at the indicated time points and conditions. Flies were fixed for 2 hours in PFA 4%. About 10–12 brains were dissected in PBS and then treated as previously described in [45]. The antibodies used for the immunocytochemistry experiments were anti-PDF (Developmental Studies Hybridoma Bank, dilution of 1:5,000) and anti-PER (from R. Stanewsky; 1:2,500). Alexa Fluor 488 and Alexa Fluor 568 (both from Invitrogen; 1:500) were used as secondary antibodies. The brains were observed under the ZEISS LSM 700 confocal microscope and z-series were obtained. PER intensity was quantified with ImageJ version 1.48e. The average pixel intensity for each neuron was measured together with the signal from its corresponding background area. The final amount of signal was calculated using the formula “intensity = 100×(signal − background)/background”.

### Quantification of the PDF

PDF quantification was performed on whole adult brains stained with PDF antibody. Individual images were taken of planes at different depths to create a z-series for each lobe analysed. The size of the sections forming a z-series was 0.80 ± 0.2 μm. The images were z-stacked and large LNvs were analysed using the ImageJ ITCN plugin tool for counting vesicles. The PDF signal of small-LNvs termini was quantified, as described in REF [51].

### Optomotor response

The optomotor test was performed at ZT18 following the protocol of SI setup 1 [64]. *tim-Gl4(U)*,*tub-Gl80*^*ts*^*/miR-210* flies were raised at 23°C or 29°C and then analysed at 23°C.

### Drosophila neuronal cell line

BG3-c2 Drosophila neuronal cells were obtained from DGRC and maintained in Shields and Sang M3 insect medium (Sigma) with 10% FBS (Hyclone) and 10 μg/mL insulin. Cells were co-transfected with a total of 1 μg of the following plasmids: pUAST-miR-210, p-Act-Gal4 and p-Act5-stable2-neo (a gift from Rosa Barrio & James Sutherland, Addgene plasmid # 32426, [61]) (miR-210 treated), with p-Act-Gal4 and p-Act5-stable2-neo (control) or only with pUAST-miR-Scramble, p-Act-Gal4 and p-Act5-stable2-neo (Scramble) by using Cellfectin II Reagent, following the manufacturer’s protocol (Life Technologies). GFP-positive cells were counted from 3 different fields of 3 different replicates and classified on the basis of their shape (round or neuronal). The experiment was repeated 4 times. MiR-Scramble was generated cloning 106 bp of the genomic region that contained the pre-miR-305 in a pUAST plasmid [74]. The following primers were used: *F*: *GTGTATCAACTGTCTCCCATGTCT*, *R*:*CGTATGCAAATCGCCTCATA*.

### Cytofluorimetric analysis

Transiently transfected cells were collected and stained with Annexin V Apoptosis Detection Set PE-Cyanine7 (eBioscience-ThermoFisher Scientific, Waltham, MA) and propidium iodide (Roche Biochemicals, Indianapolis, IN), again following the manufacturer’s protocol. Apoptosis cells were analyzed using Cytomics FC500 (Beckman Coulter, Brea, CA).

## Supporting information

S1 Fig *miR-210* expression levels. (A) Mature *miR-210* levels were measured by qRT-PCR at ZT0 and CT72 in *tim-Gl4(U)/+* control (dark grey) and *tim-Gl4(U)/UAS-miR-210* over-expressing fly brains (light grey). t-test was performed (*** p<0.005), and (B) at ZT6 in *yellow*^*1*^*;+;+* control (dark grey) and *yw(Ti-Gal4)miR-210*^*KO*^*;+;+* fly heads. miR-210 expression levels were normalized to 2S rRNA. RQ: Relative Quantification.
(TIF) Click here for additional data file.

S2 Fig Locomotor activity of *miR-210* over-expressing flies in different clusters of neurons. Average activity of three full days displayed over the 24 hours. (A-E) *miR-210* over-expression using different Gal4 drivers. (A-C) The up-regulation of miR-210 with *cry-Gal4*, *Gal1118-Gal4* and *pdf-Gal4* significantly delayed the evening activity phase onset. (D,E) Over-expression of *miR-210* in the *miR-210* expressing tissues (*yw(Ti-Gal4)miR-210*^*KO*^*;UAS-miR-210/+*, female flies) or in the l-LNvs (*w;C929-Gal4/UAS-miR-210*) did not alter the evening activity phase. (F) *UAS-miR-210/+* control. All tested flies were males except where indicated. (ϕ: ZT evening phase activity onset ± SEM (Red line); N: number of flies analysed; y axis: activity means ± SEM; grey boxes: dark phase.).
(TIF) Click here for additional data file.

S3 Fig PER expression levels of *miR-210* over-expressing flies in DD. Flies were entrained for 3 days. PER staining was performed on whole adult male brains of *tim-Gl4(U)/UAS-miR-210* over-expressing flies and controls (*tim-Gl4(U)/+*), dissected at the indicated time points. Data for each ZT were compared by t-test: *** p<0.005, ** p<0.01, * p<0.05. (s-LNvs: small ventral Lateral Neurons; l-LNvs: large ventral Lateral Neurons; 5th-LNv: 5th ventral Lateral Neurons; LNds: dorsal Lateral Neurons; DN1s: Dorsal Neurons 1; DN2s: Dorsal Neurons 2).
(TIF) Click here for additional data file.

S4 Fig Effects of *miR-210* over-expressions on PDF arborisations in the Optic Lobe. Whole brains were collected at ZT0 and PDF was detected. (A-B) Confocal stack images representing l-LNvs arborisations and morphology. (A) *Gal1118-Gal4*-driven miR-210 affected both large cells body shape and PDF projections in the Optic Lobe. (B) Over-expression of *miR-210* with *pdf-Gal4* driver did not trigger an abnormal morphological phenotype of l-LNvs. Scale bar 50 μm. (OL: Optic Lobe). (C) Quantification of large LNvs PDF vesicles in *pdf-Gal4/UAS-miR-210* brains and controls (*pdf-Gal4/+*). Mean ± SD. t-test, ns: not significant.
(TIF) Click here for additional data file.

S5 Fig *miR-210* over-expression altered development of l-LNvs projections. Stack of confocal images of PDF-GFP double stained brains from *UAS-GFP/UAS-miR-210;Gal1118-Gal4/+* flies. The l-LNvs GFP expression pattern was altered compared to control (*UAS-GFP/+;Gal1118-Gal4/+*) in the Optic Lobe. (Scale bar: 50 μm).
(TIF) Click here for additional data file.

S6 Fig Temporal over-expression of *miR-210* in clock cells. (A) PER expression levels in *tim-Gl(U)*,*tub-Gl80*^*ts*^*/UAS-miR-210* flies and controls (*tim-Gl4)/+)*, after temporal modulation of the over-expression of *miR-210* in clock cells. Flies were raised and kept at the indicated temperature before being collected at different time points. All flies were kept under the new temperature for at least 3 complete days before they were dissected. 29°C-23°C refers to flies developed at 29°C and analysed at 23°C. 23°C-29°C refers to flies developed at 23°C and analysed at 29°C. t-test * p<0.05; ***p<0.005). (B) Sleep analysis performed in flies with large PDF aberrant arborisations (*tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR210*, 29°C-23°C) compared to controls (*tim-Gl4(U)*,*tub-Gl80*^*ts*^*/UAS-miR210*, 23°C-23°C). t-test * p<0.05; ns: not significant).
(TIF) Click here for additional data file.

S7 Fig Expression levels of *echinus*, *SoxNeuro* and *minidiscs* in adult fly brains over-expressing *miR-210* in the *tim*-expressing cells (*tim-Gl4(U)/UAS-miR-210*, light grey), sampled at ZT0, with respect to their controls (*tim-Gl4(U)/+*, dark grey). Three independent experiments were performed in triplicate. The results are shown as relative expression ratios obtained with the 2^-ΔΔCt^ method ± SD. *RP49* was used as reference. (RQ: Relative quantification, t-test, *** p< 0.005; ** p< 0.01)
(TIF) Click here for additional data file.

S8 Fig Validation of RNAi lines. *tim-Gl4(U)-*driven expression of the selected UAS-RNAi lines. qRT-PCR quantifications of *mnd* and *SoxN* transcripts were performed in adult fly heads collected at ZT0. Three independent experiments were performed in triplicate. The results are shown as relative expression ratios obtained with the 2-ΔΔCt method ± SD. RP49 was used as reference. (RQ: Relative quantification, t-test, *** p< 0.005; * p< 0.05).
(TIF) Click here for additional data file.

S9 Fig PDF staining of large LNvs. Confocal stack images representing l-LNvs arborisations and morphology. Whole brains were collected at ZT0 and PDF was detected. The *in vivo* down-regulation of *mnd* and *SoxN*, in the *tim*-expressing neurons was not sufficient to phenocopy the star shaped l-LNvs caused by *miR-210* overexpression as shown in Fig 5. (OL: Optic Lobe; Scale bar: 50 μm).
(TIF) Click here for additional data file.

S10 Fig Molecular and behavioural features of *tim-Gl4(U)/UAS-miR-210*.*5* over-expressing flies. Preliminary results showing (A) mature miR-210 levels, measured by qRT-PCR, in *tim-Gl4(U)/+*, *UAS-miR-210*.*5/+* and *w*^*1118*^ controls (dark grey) and *tim-Gl4(U)/UAS-miR-210*.*5* over-expressing fly heads (light grey), collected at ZT0. miR-210 expression levels were normalized to 2S rRNA. (B) Flies over-expressing the *UAS-miR-210*.*5* transgene in all clock cells (*tim-Gl4(U)/UAS-miR-210*.*5*) showed aberrant PDF arborisations in the optic lobes compared to controls (*UAS-miR-210*.*5/+*). Cell bodies of the large LNvs showed a star shape (arrow). (C) PER expression levels in *tim-Gl4(U)/UAS-miR-210*.*5* over-expressing flies and control (*tim-Gl4(U)/+*). Flies were entrained for 3 days. PER-PDF staining was performed on whole adult male brains dissected at ZT0 and ZT12. PER levels were higher in flies over-expressing *UAS-miR-210*.*5* (light grey) compared to controls (dark grey). No PER staining was detected at ZT12. (s-LNvs: small ventral Lateral Neurons; 5^th^-LNvs: 5^th^ ventral Lateral Neuron; l-LNvs: large ventral Lateral Neurons; LNds: dorsal Lateral Neurons; DN1s: Dorsal Neurons 1; DN2s: Dorsal Neurons 2). (D) Optomotor responses of *tim-Gl4(U)/UAS-miR-210*.5 flies compared to controls (*tim-Gl4(U)/+* and *UAS-miR-210*.*5/+*) kept at 23°C. miR-210 over-expressing flies (light grey) showed a significant reduction in the optomotor response compared to controls (dark grey). (t-test *** p<0.005; n: number of flies analysed).
(TIF) Click here for additional data file.

S1 Table Morning index and evening phase onset of *miR-210* over-expressing flies. LD locomotor activity of *miR-210* over-expressing flies. Different Gal4 lines were crossed to the *UAS-miR-210* line. The progeny was monitored for three days in LD 12:12. Males were tested when the over-expression was performed with the following drivers: *cry-gal4*, *Gal1118-Gal4*, *pdf-gal4* and *C929-Gal4*, and for their respective controls. Females were monitored when *miR-210* was up-regulating with the *yw(Ti-Gal4)miR-210*^*KO*^ driver (*yw(Ti-Gal4)miR-210*^*KO*^*/w;UAS-miR-210)* and for controls (yellow^1^/*w*;+/+ and *yw (Ti-Gal4)miR-210*^*KO*^*/w;+;+* flies).^a,b^ p<0.005 vs both parental controls; ^c^ p<0.05 vs *pdf-Gal4*, p<0.005 vs *UAS-miR-210*. MI: Morning index. N: number of flies analysed. The LD E Onset (LD evening activity onset, ZT) was calculated as described in the Section Methods. Mann-Whitney U Test was performed. The experiments were performed at 23°C.
(DOCX) Click here for additional data file.

S2 Table Locomotor activity of flies over-expressing *miR-210* in different neuronal clusters. *miR-210* over-expression using different Gal4 drivers. The progeny was monitored for three days in LD 12:12 and seven days in DD. Males were tested when the over-expression was performed with the following drivers: *cry-gal4*, *Gal1118-Gal4*, *pdf-gal4* and *C929-Gal4*, and for their respective controls. Females were monitored when miR-210 was up-regulating with the *yw(Ti-Gal4)miR-210*^*KO*^ driver (*yw(Ti-Gal4)miR-210*^*KO*^*/w;UAS-miR-210)* and for controls (yellow^1^/*w*;+/+ and *yw (Ti-Gal4)miR-210*^*KO*^*/w;+;+* flies). Period values (τ) were averaged over all rhythmic flies per genotype. R: rhythmic flies; MA (morning anticipation) and EA (evening anticipation) were detected, fly-by-fly, examining the bout of activity prior to light transitions as in [45]. The experiments were performed at 23°C.
(DOCX) Click here for additional data file.

S3 Table Differentially expressed genes at ZT0. A list of 2,376 differentially expressed genes (941 up-regulated and 1,435 down-regulated) in miR-210 over-expressing flies (*tim-Gl4(U)/UAS-miR-210*) sampled at ZT0 and controls (*tim-Gl4(U)/+*), considering a 7.0% false discovery rate. The expression levels of each transcript were calculated as log2(miR-210/CTRL).
(XLSX) Click here for additional data file.

S4 Table List of putative targets of *miR-210*. A list of 78 differentially expressed genes that are predicted to be putative targets of *miR-210* by TargetScan 6.2 and/or mirSVR algorithms. The expression levels of each transcript were calculated as log2(*miR-210*/CTRL).
(XLSX) Click here for additional data file.

S5 Table Neuron development category. A list of 54 differentially expressed genes, within the “Neuron development” biological category (GO:0048666, BH adjusted p-value: 0.096) using the DAVID annotation tool. The expression levels at ZT0 of each transcript were calculated as log2(*miR-210*/CTRL).
(XLSX) Click here for additional data file.

S6 Table Circadian rhythm category. A list of 22 differentially expressed genes, within the “Circadian rhythms” biological category (GO:0007623, BH adjusted p-value: 0.095) using the DAVID annotation tool. The expression levels at ZT0 and ZT12 of each transcript were calculated as log2(*miR-210*/CTRL).
(XLSX) Click here for additional data file.

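For ZT12, S6 Table gives a level in each genotype for 14 of its 22 transcripts and calls the other 8 not significant. The levels were set against the authors' processed intensities of the same arrays. For 11 of the 14 transcripts, both levels equal the log2 of the mean intensity over the arrays of a genotype for the listed probe, within 0.001. For *dco*, *Pdp1* and *Pka-R2* they equal those of another probe of the same gene. Means of log2 values equal the printed levels for 0 of the 14. The probe that matches for *Pka-R2* (2R from 5884607 to 5884666) changed by -0.61 on the log2 scale here (standard error 0.15, limma adjusted p = 0.0645), and the listed one (2R from 5881656 to 5881715) by 0.12 (standard error 0.20, limma adjusted p = 0.770). The listed one fell to -0.01 when control replicate 1 was left out, and over-expression replicate 1 lay away from the other arrays of its genotype. For 12 of the 14 transcripts the listed probe changed here in the direction that S6 Table gives, the exceptions being *dco* and *Pka-R2*.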

S7 Table Small GTPAses category. A list of 19 differentially expressed genes within the “small GTPase mediated signal transduction” biological category (GO:0007264, BH adjusted p-value: 0.098) using the DAVID annotation tool. The expression levels at ZT0 of each transcript were calculated as log2(*miR-210*/CTRL).
(XLSX) Click here for additional data file.

S8 Table Photoreception category. A list of 12 differentially expressed genes grouped inside the “Photoreception” biological category, selected by a manual literature search. The expression levels at ZT0 of each transcript were calculated as log2(*miR-210*/CTRL).
(XLSX) Click here for additional data file.

S9 Table Differentially expressed genes at ZT12. A list of 3,943 differentially expressed genes (1,720 up-regulated and 2,223 down-regulated) in *miR-210* overexpressing flies (*tim-Gl4(U)/UAS-miR-210*) sampled at ZT12, compared to controls (*tim-Gl4(U)/+*), considering a 7.0% false discovery rate. The expression levels of each transcript were calculated as log2(miR-210/CTRL).
(XLSX) Click here for additional data file.

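Between the genotypes at ZT12, 1299 probes passed the threshold, 588 (45.3%) higher and 711 lower in *miR-210* over-expressing flies, and 5048 probes had an unadjusted limma p under 0.05. Over all probes tested, every array of 1 genotype lay above every array of the other in 14.8%, against 2.86% by chance. A change of at least 2 on the log2 scale was reached by 169 of the 1299 and of at least 1 by 623. With over-expression replicate 3 left out the count was lowest among the alternatives set before the data were examined, at 665. Scaling to the 75th percentile gave 511 higher and 851 lower probes, and leaving the arrays without normalization gave 672 higher and 238 lower, after a shift of 0.20 (log2) in the median of all probes.

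The copy of S9 Table used here holds 1998 of its 3943 rows, all of them down-regulated. All 1998 printed fold changes equal, within 0.001, the difference between the log2 mean intensities of the genotypes in the authors' processed values, and 1965 have the same sign in the log2 values used here. The threshold was passed by 645 of the 1998.

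The probes that passed the threshold with the genotypes apart were ordered by their fitted log2 fold change, which for probes under background in 1 genotype is no measured rank. The first 5 rises belong to *Cyp6a17*, *mthl8*, *phm*, *CG10814* and *AttA*, none of them well above background on any control array. *Cyp6a17* (2R from 10763005 to 10763063) was at least 45.5-fold higher in over-expressing flies (limma adjusted p = 1.37e-05), *phm* (X from 18582165 to 18582224) at least 23.2-fold (5.48e-04), *mthl8* (3L from 26120 to 26179) at least 18.8-fold (6.05e-07) and *CG10814* (2R from 9263529 to 9263588) at least 17.7-fold (3.26e-04), with control replicate 1 of *CG10814* off from the other controls at a level under background. The *AttA* probe on 2R from 10635324 to 10635383 was at least 24.0-fold higher (limma adjusted p = 0.00130), and the 2 other *AttA* probes rose by 4.05 and 3.69 on the log2 scale. The first 5 falls were those of *GlcAT-I*, *CG14764*, *CG9641*, *NFAT* and *jhamt*, of which the first 4 were not well above background on any over-expression array. *GlcAT-I* (X from 4026805 to 4026864) was at least 62.2-fold lower (limma adjusted p = 1.08e-07). Its other probe changed less, by -0.72 on the log2 scale, and also passed the threshold (limma adjusted p = 0.0158). *CG14764* (2R from 3829708 to 3829767) was at least 28.9-fold lower (limma adjusted p = 1.08e-07). *CG9641* (2L from 2974916 to 2974975) was at least 21.1-fold lower (limma adjusted p = 7.39e-08), while its other probe changed by 0.12. *NFAT* (X from 13557179 to 13557238) was at least 8.21-fold lower (limma adjusted p = 1.08e-07), while its 4 other probes changed by -0.26 to 0.34. For *jhamt* (2L from 16366809 to 16366868), well above background on 3 of the 4 over-expression arrays, the log2 fold change was -4.80 (standard error 1.01, limma adjusted p = 0.0397), and its adjusted p was above the threshold without control replicate 2 or 3 or over-expression replicate 2 or 3, reaching 0.106.

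**Figure D3:**
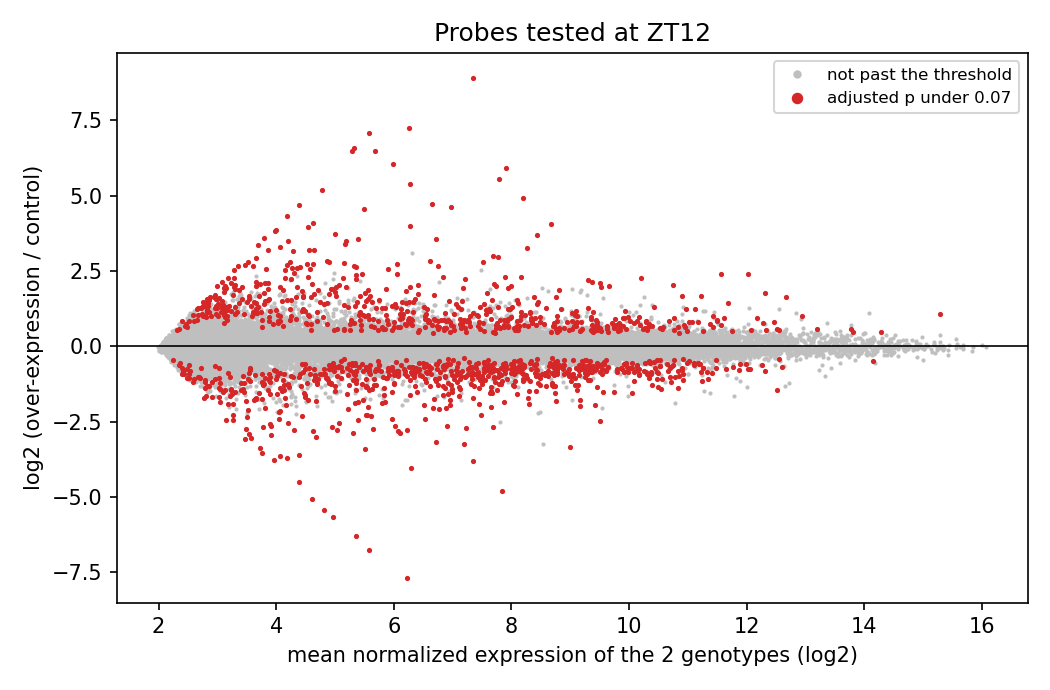
Log2 fold change (over-expression over control) against the mean normalized expression of both genotypes (log2) for the 24531 probes tested at ZT12. Each point is a probe, and the 1299 probes with a limma adjusted p under 0.07 are in red. The straight edges at low expression are probes close to background in 1 genotype, whose plotted fold changes are fitted values and not bounds.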

S10 Table Locomotor activity of flies over-expressing a second *UAS-miR-210*.*5* insertion line. (R: rhythmic flies; MA: morning anticipation; EA: evening anticipation).
(DOCX) Click here for additional data file.

S11 Table List of qRT-PCR primers used in this study. (DOCX) Click here for additional data file.

S12 Table Numerical data on which each graph was based, and pertinent statistical significance values. (XLSX) Click here for additional data file.

# Supplementary material for: Modulation of miR-210 alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in Drosophila melanogaster
**Source:** PLoS Genet. 2018 Jul 16;14(7):e1007500. doi: 10.1371/journal.pgen.1007500
**Supplement:** S1 Table — LD locomotor activity of miR-210 over-expressing flies. Different Gal4 lines were crossed to the UAS-miR-210 line. The progeny was monitored for three days in LD 12:12. Males were tested when the over-expression was performed with the following drivers: cry-gal4, Gal1118-Gal4, pdf-gal4 and C929-Gal4, and for their respective controls. Females were monitored when miR-210 was up-regulating with the yw(Ti-Gal4)miR-210KO driver (yw(Ti-Gal4)miR-210KO/w;UAS-miR-210) and for controls (yellow1/w;+/+ and yw (Ti-Gal4)miR-210KO/w;+;+ flies).a,b p<0.005 vs both parental controls; c p<0.05 vs pdf-Gal4, p<0.005 vs UAS-miR-210. MI: Morning index. N: number of flies analysed. The LD E Onset (LD evening activity onset, ZT) was calculated as described in the Section Methods. Mann-Whitney U Test was performed. The experiments were performed at 23°C.

| **S1 Table. Morning Index and Evening Phase Onset of miR-210 over-expressing flies.** | | | | | | | | | | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  | | |  | | |  |
| **Genotype** | **MI (n)** |  | **SEM** | **E Onset (n)** | | |  | **SEM** | |  |  |  |
|  |  |  |  |  | | |  |  | |  |  |  |
| *w;cry-Gal4/UAS-miR-210* | 0.088 (11) | ± | 0.06 | **9.11** (9)  ^a^ | | | ± | 0.37 | |  |  |  |
| *w;cry-Gal4/+* | 0.120 (72) | ± | 0.01 | 6.60 (10) | | | ± | 0.37 | |  |  |  |
| *w;UAS-miR-210/UAS-GFP;Gal1118-Gal4/+* | 0.164 (56) | ± | 0.02 | **9.34** (49) ^b^ | | | ± | 0.14 | |  |  |  |
| *w;UAS-GFP/+;Gal1118-Gal4/+* | 0.159 (23) | ± | 0.02 | 7.70 (22) | | | ± | 0.25 | |  |  |  |
| *w;pdf-Gal4/UAS-miR-210* | 0.168 (31) | ± | 0.03 | **8.62** (29) ^c^ | | | ± | 0.18 | |  |  |  |
| *w;pdf-Gal4/+* | 0.197 (30) | ± | 0.03 | 7.97 (30) | | | ± | 0.19 | |  |  |  |
| *w;C929-Gal4/UAS-miR-210* | 0.210 (90) | ± | 0.02 | 8.70 (83) | | | ± | 0.15 | |  |  |  |
| *w;C929-Gal4/+* | 0.181 (62) | ± | 0.23 | 8.43 (30) | | | ± | 0.18 | |  |  |  |
| *yw (Ti-Gal4)miR-210^KO^/w;+;+* | 0.096 (17) | ± | 0.04 | 8.06 (18) | | | ± | 0.30 | |  |  |  |
| *yellow^1^/w;+;+* | 0.139 (8) | ± | 0.04 | 9.94 (8) | | | ± | 0.30 | |  |  |  |
| *yw (Ti-Gal4)miR-210^KO^/w;UAS-miR-210/+* | 0.139 (24) | ± | 0.05 | 8.24 (23) | | | ± | 0.21 | |  |  |  |
|  |  |  |  |  | | |  |  | |  |  |  |

# Supplementary material for: Modulation of miR-210 alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in Drosophila melanogaster
**Source:** PLoS Genet. 2018 Jul 16;14(7):e1007500. doi: 10.1371/journal.pgen.1007500
**Supplement:** S2 Table — miR-210 over-expression using different Gal4 drivers. The progeny was monitored for three days in LD 12:12 and seven days in DD. Males were tested when the over-expression was performed with the following drivers: cry-gal4, Gal1118-Gal4, pdf-gal4 and C929-Gal4, and for their respective controls. Females were monitored when miR-210 was up-regulating with the yw(Ti-Gal4)miR-210KO driver (yw(Ti-Gal4)miR-210KO/w;UAS-miR-210) and for controls (yellow1/w;+/+ and yw (Ti-Gal4)miR-210KO/w;+;+ flies). Period values (τ) were averaged over all rhythmic flies per genotype. R: rhythmic flies; MA (morning anticipation) and EA (evening anticipation) were detected, fly-by-fly, examining the bout of activity prior to light transitions as in [45]. The experiments were performed at 23°C.

| **S2 Table. Locomotor activity of flies over-expressing miR-210 in different neuronal clusters.** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Genotype** | **N°**  **tot** | **N°**  **alive** | **N°**  **R** | **%**  **R** | **τ** |  | **SEM** | **% MA** | **%**  **EA** |
| *w;cry-Gal4/+* | 72 | 72 | 58 | 80.56 | 24.13 | ± | 0.07 | 88.89 | 100 |
| *w;cry-Gal4/UAS-miR-210* | 11 | 11 | 6 | **54.55** | 24.83 | ± | 0.36 | 81.82 | 90.91 |
| *w;UAS-GFP/+;Gal1118-Gal4/+* | 24 | 23 | 18 | 78.26 | 24.40 | ± | 0.09 | 100 | 100 |
| *w;UAS-miR-210/UAS-GFP;Gal1118-Gal4/+* | 51 | 51 | 41 | 80.39 | 24.98 | ± | 0.06 | 86.27 | 96.08 |
| *w;pdf-Gal4/+* | 31 | 30 | 27 | 90.00 | 23.89 | ± | 0.06 | 96.67 | 100.00 |
| *w;pdf-Gal4/UAS-miR-210* | 31 | 31 | 21 | 67.74 | 24.51 | ± | 0.53 | 48.39 | 93.55 |
| *w;C929-Gal4/+* | 62 | 62 | 57 | 91.94 | 24.02 | ± | 0.04 | 95.16 | 96.77 |
| *w;C929-Gal4/UAS-miR-210* | 92 | 90 | 75 | 83.33 | 24.08 | ± | 0.06 | 80.00 | 90.00 |
| *yw (Ti-Gal4)miR-210^KO^/w;+;+* | 19 | 18 | 17 | 94.44 | 23.89 | ± | 0.13 | 66.67 | 88.89 |
| *yellow^1^/w;+;+* | 8 | 8 | 8 | 100 | 23.69 | ± | 0.08 | 87.50 | 100 |
| *yw (Ti-Gal4)miR-210^KO^/w;UAS-miR-210/+* | 29 | 24 | 22 | 91.67 | 23.76 | ± | 0.11 | 66.67 | 91.67 |
|  |  |  |  |  |  |  |  |  |  |

R: rhythmic flies; MA: morning anticipation; EA: evening anticipation. MA and EA were detected, fly-by-fly, examining the bout of activity prior to light transitions (see Methods). The experiments were performed at 23°C.

# Supplementary material for: Modulation of miR-210 alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in Drosophila melanogaster
**Source:** PLoS Genet. 2018 Jul 16;14(7):e1007500. doi: 10.1371/journal.pgen.1007500
**Supplement:** S10 Table — (R: rhythmic flies; MA: morning anticipation; EA: evening anticipation).

| **S10 Table. Locomotor activity of flies over-expressing a second UAS-miR-210.5 insertion line.** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Genotype** | **N°**  **tot** | **N°**  **alive** | **N°**  **R** | **%**  **R** | **τ** |  | **SEM** | **% MA** | **%**  **EA** |
| *w;tim-Gl4(U)/UAS-miR-210.5* | 210 | 193 | 98 | **50.78** | 24.28 | ± | 0.05 | 38.34 | 87.56 |
| *w;UAS-miR-210.5/+* | 200 | 175 | 133 | 76.00 | 23.75 | ± | 0.05 | 79.43 | 93.71 |

R: rhythmic flies; MA: morning anticipation; EA: evening anticipation. MA and EA were detected, fly-by-fly, examining the bout of activity prior to light transitions. The experiments were performed at 23°C.

# Supplementary material for: Modulation of miR-210 alters phasing of circadian locomotor activity and impairs projections of PDF clock neurons in Drosophila melanogaster
**Source:** PLoS Genet. 2018 Jul 16;14(7):e1007500. doi: 10.1371/journal.pgen.1007500
**Supplement:** S11 Table

| **Gene** | **Primer** |
| --- | --- |
| *SoxNeuro* | F: TCC CTT GAT TTC CCG CTT GT |
|  | R: TGT CCC CGT AAT TGG CAA CA |
| *echinus* | F: CTG CCC TTC ACC CAG ATG |
|  | R: ACT TTT CTG GGA GGT CAG AGC |
| *minidisc* | F: GGA CAA TCC CTC ATC GTT TG |
|  | R: CCT GAT TTG GGT ATC ATC GTG |
| *rp49* | F: TCGGTTACGGATCGAACAA |
|  | R: GACAATCTCCTTGCGCTTCT |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |
|  |  |

How the deposited data were processed for this re-analysis (not part of the article)

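Gene expression was measured on 8 one-colour Agilent arrays at ZT12, with 4 biological replicates of *tim-Gl4(U)/+* controls and 4 of *tim-Gl4(U)/UAS-miR-210* flies, each of about 25 brains. Genotype and replicate number were taken from the labels of the samples. The time was taken from the titles of the over-expression samples, the title of the whole set and the methods, since the labels of the controls give none. The arrays of the 2 genotypes lay in different columns of 1 slide, with the same replicate number in the same slide row, and no correction for slide column is possible. The authors extracted the spot intensities from the scanned image with Agilent Feature Extraction (version 12.0.0.7 in the deposited headers), which subtracted the background, removed spatial trends within each array and replaced dim signals by a surrogate value; these intensities were deposited without normalization between arrays. The other values, deposited by the authors from the same software, are marks of each spot (0 or 1) for a signal positive and significant, well above background, saturated or outlying, and the type of control. A table of processed intensities was also deposited, which the authors had quantile normalized between arrays on a linear scale, averaged over the spots of a probe, set to missing where the spot was not significant and filtered.

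The intensities of all spots but the control spots were quantile normalized, spots marked as outliers were then set to missing, and the remaining spots of each probe were averaged on the log2 scale. Probes with a positive and significant spot on at least 4 of 8 arrays were tested. The fit was made with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment, at an adjusted p under 0.07. Tables were read and written with data.table 1.17.8 and jsonlite 2.0.0, and the figures were drawn with matplotlib 3.10.9 and pandas 2.3.3. Gene lists were tested with limma's camera (preset correlation 0.01, threshold 0.05), with fry as an alternative, and, added after the values had been seen, with an exact permutation test of the median over a list. The other exact permutation tests used the difference between group means over all assignments of the arrays. Fisher's exact test was used for counts. SAM was written for this work after its published description and run with all 70 permutations (constant 0.149, delta 0.71). Gene symbols are those of the array file, of which 22155 probes carry one; the symbols of 18684 tested probes were found in the RefSeq annotation of genome release 6, and coordinates are those of the array file.

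The genes named were set by rule. They are the 22 transcripts of S6 Table by their listed probes, the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold with the genotypes apart and a gene symbol, *w*, the genes *mnd*, *SoxN*, *Bsg*, *scrib* and *ec* by the probes of S4 Table, and any probe of *mir-210*. For some of these genes, other probes are given beside them. Lists of marker genes for photoreceptors, fat body, muscle, glia, females, immune response, evening clock and morning clock were written without sight of the values, with the brightest probe of each gene taken, and the result of each is given. Probes of S4, S5, S7 and S8 Tables, chosen by the study at ZT0, were also tested at ZT12. The copies of S3 and S9 Tables used here hold only part of their entries, and no overlap with them was tested. The arrays at ZT0 were not analysed here.

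The alternatives were scaling to the 75th percentile, no normalization, normexp background correction (offset 50), 3 other filters, dim spots set to missing, the authors' processed values, SAM, limma with an intensity trend and robust estimation, an adjusted p under 0.05, the replicate number as a block, each array left out in turn and genes in place of probes. Added after the values had been seen were SAM on the authors' processed values, the same with missing values filled in from the 10 nearest probes, the photoreceptor level of each array as a covariate, and the probe whose values S6 Table prints. A block for slide or scan was not run, because all arrays share 1 slide and 1 scan. The processing was tested on simulated data with 200 of 24531 probes changed by 2 (log2). On these, limma recovered 87.5% of the changed probes with 6.42% false among its calls, and SAM recovered 88% with 7.37% false. The simulated noise was independent between probes, and in the data only 169 of the 1299 probes past the threshold changed by at least 2. These rates therefore check the processing and do not give the recovery or false calls of the comparison itself.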

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

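The exact permutation test of the immune list and the tests of single probes against the other probes of a gene, of fat body and of single arrays behind the immune genes, of retina as a covariate and of the slide columns were chosen only after the results had been seen; the splits of the arrays and the share of chromosome 2 were set in advance.

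Outside the transcripts that the paper discusses, the list of immune response genes was higher in *miR-210* over-expressing flies, with a median log2 fold change of 3.95 (higher in 10 of 10 genes, 9 of them past the threshold; limma's camera p = 4.47e-12, adjusted 3.58e-11; exact permutation p = 0.0286, the smallest possible). With the 2 genes that have only a bound placed at it, the median was 3.44, and 1 gene of the list, *Dro*, was at background in both genotypes. The median of the list on each array was 4.53, 3.26, 3.58 and 6.16 in the controls and 8.21 to 9.73 in the over-expressing flies. Only 3 of the 10 genes were well above background on all control arrays. A single array as the cause is argued against, since the lowest median with 1 array left out was 3.89. Fat body left on the brains and a change in the brain cannot be told apart by the fat body list, because its genes above background went both ways. Of its 5 genes, *Fbp2* was at background in both genotypes, and only *Lsp1beta* was higher among the others. The median log2 fold change of the list was -0.78. Its most abundant gene, *Rfabg*, went from 13.62 to 12.84, *Lsp2* changed by -2.18 and *fit* by -1.54. *Lsp1beta*, its 1 gene past the threshold, rose by 2.21 (limma adjusted p = 0.0285). An infection or another difference between the stocks or vials, a variant in the background of the *UAS-miR-210* line and an effect of *miR-210* all remain open and were not tested.

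Among single genes, the 5 with the largest fitted rise were higher by at least 45.5-fold for *Cyp6a17*, 24.0-fold for *AttA*, 23.2-fold for *phm*, 18.8-fold for *mthl8* and 17.7-fold for *CG10814*, and the 5 with the largest fitted fall were lower by at least 62.2-fold for *GlcAT-I*, 28.9-fold for *CG14764*, 21.1-fold for *CG9641* and 8.21-fold for *NFAT*, with a log2 fold change of -4.80 for *jhamt*. Fitted changes against a level under background are no measured rank. The genotypes differ in the *UAS-miR-210* insertion and could differ in the chromosome that carries it. A sequence variant under a single probe could give such a change without a change in the transcript. Of the genes with a change of at least 2 (log2), 45 have another measured probe. A variant under 1 probe as the whole cause is argued against for 18 of them, *AttA* among them, where a probe that does not overlap the first passed in the same direction with at least 0.5 times the log2 change. In 9 others, *GlcAT-I*, *CG9641* and *NFAT* among them, a probe of the same annotated transcript, well above background on all arrays, changed by less than that in either direction. This argues against an equal change along the whole transcript as annotated. For *GlcAT-I* the other probe still passed the threshold in the same direction, so a smaller change of the whole transcript is not excluded there. A variant under the probe, or a change in only part of the transcript, may be the source in these 9, and no sequence was examined. In the remaining 18 a variant and a change in the transcript cannot be told apart, because their other probes were dim, overlapped the first or belonged to other transcripts, or changed without meeting either condition. Probes on chromosome 2 made up 42.9% of 156 large changes and 36.7% of the others (odds ratio 1.30, confidence interval 0.932 to 1.81, Fisher's exact test p = 0.113). Probes of the same gene are not independent. With genes in place of probes the odds ratio was 1.56 (Fisher's exact test p = 0.0459). Variants linked to the *UAS-miR-210* chromosome and effects of *miR-210* cannot be told apart by this test. Variants on other chromosomes are not addressed by it.

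The number of probes past the threshold was reached by 1 of the 35 splits of the 8 arrays, the real one, which is the smallest share that these arrays can give and argues against chance in the grouping of the arrays. Retina content as the whole cause is argued against, since 1004 probes passed with the photoreceptor level as a covariate, 950 of them among the 1299. Hybridization controls differed between the slide columns by a median of -0.11 (log2) over 4 probes, with SDs between 0.09 and 0.32 among the arrays of a column, and 1 of the 4, the dimmest, differed by -0.48. Genotype and slide column remain confounded and cannot be told apart.

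In 7 of 100 groups of 4 arrays, 1 array lay far from the other 3, where chance gives about 5. These are *tim* in control replicate 1 (8.36, others 7.19 to 7.38), *Fmr1* in control replicate 3 (5.76, others 6.61 to 6.71), *CG10814* in control replicate 1 (2.21, others 1.99 to 2.02, all under background), *CkIIbeta* in over-expression replicate 1 (7.88, others 8.61 to 8.66), *Pka-R2* in over-expression replicate 1 (10.11, others 10.72 to 10.83), *w* in over-expression replicate 1 (4.59, others 5.27 to 5.29) and the median of the evening clock list in over-expression replicate 1 (9.78, others 10.22 to 10.24). Over-expression replicate 1 accounts for 4 of the 7. No explanation of these was tested.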

How the results depend on the processing

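SAM on the authors' processed values, with and without filled-in values, the photoreceptor covariate and the probe whose values S6 Table prints were chosen only after the results had been seen; the other alternatives were set in advance.

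The number of probes past the threshold, 1299 with 588 higher and 711 lower, stayed within 1.5 times under 17 of 24 alternatives. SAM gave 2112 (1232 lower), SAM on the authors' values 450 (203 higher, 247 lower) and SAM on the filled-in values 1220 lower. Leaving out 1 array gave 665 to 1138 probes, 310 to 555 higher and 355 to 583 lower, and fewer arrays are part of the cause by construction. Without normalization 238 were lower, and the share of higher probes was 73.8%, against 45.3% here and 37.5% with scaling to the 75th percentile. The median of all probes moved by 0.20 without normalization and by -0.08 with that scaling. For the other counts the cause was not tested.

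With the replicate number as a replicate block, 921 probes passed, 390 of them higher, and 759 were shared. *tim* did not pass in it (adjusted p = 0.140). The labels give no shared batch for a number, but arrays with the same number lay in the same row of the slide, so a block for slide row is the same fit. The correlations of deviations between same-numbered arrays were 0.197, 0.428, 0.0449 and 0.162, and those of the 12 other pairs lay between -0.24 and 0.16, so 1 of the 4 was under the 0.1 set for pairing and the counts given elsewhere are without the block. An effect of slide row is not excluded.

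Of the circadian transcripts, 3 to 6 passed when 1 array was left out and 3 under SAM on the authors' values, against 5. Over 38 results for named genes, 797 of 860 values under the alternatives kept direction and side of the threshold, 28 no longer passed, 23 passed newly and 12 changed direction. Without normalization *dco* was 0.16 and *SoxN* 0.22. *Pdp1* was -0.0202 with scaling to the 75th percentile and -0.0626 with normexp. With the photoreceptor covariate *SoxN* was 0.00703. With the probe of the values in S6 Table *dco* was 0.47 and *Pka-R2* -0.61. With 1 array left out *Pka-R2* ranged from -0.00601 to 0.28 and *SoxN* from -0.28 to 0.26. The cause was not tested. *mthl8* gave no value when an over-expression array was left out, because it then no longer met the filter.

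Of 168 values for the gene lists 152 kept their direction and their side of an unadjusted p of 0.05. Without normalization the median was 0.0785 for S4 Table, 0.00820 for glia and 0.0806 for muscle, each under the shift of all probes. With scaling to the 75th percentile it was -8.27e-04 for the evening clock and -0.0929 for photoreceptors, and with normexp -0.0191 for photoreceptors. S7 Table passed with limma's fry (median 0.10, adjusted p = 0.0168) and not with camera, and by adjusted p the morning clock did so too (fry adjusted p = 0.0113, camera adjusted p = 0.0708). With 1 array left out the medians ranged from -0.0325 to 0.17 for S7 Table, -0.51 to 0.16 for females, -0.11 to 0.0677 for glia, -0.41 to 0.0619 for muscle and -0.29 to 0.30 for photoreceptors. By Fisher's exact test the odds ratio for chromosome 2 was 3.45 with normexp (p = 0.00100) and 1.56 with genes in place of probes (p = 0.0459), past the threshold of 0.05, and kept its side in 15 of 17 alternatives (1.04 to 1.37 with 1 array left out). The cause was not tested. A level under 3.91 to 4.51 (log2) is not well above background, which limits fold changes of dim probes to bounds.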

Differences from the paper's values

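SAM on the authors' processed values, with and without filled-in values, and the probe whose values S6 Table prints were chosen only after the values had been seen.

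The paper gives 3,943 differentially expressed genes at ZT12, where 1299 probes passed here, with the paper's 1,720 up-regulated against 588 and the paper's 2,223 down-regulated against 711. All alternatives set before the data were examined differ from each of these counts by more than 1.5 times. SAM came closest among them, with 2112 probes, 880 higher and 1232 lower.

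In S6 Table the paper's log2 fold change is 0.46 for *dco*, 1.29 for *Pdp1* and -0.60 for *Pka-R2*, where the listed probes gave -0.13, 0.10 and 0.12. None of the alternatives set before the data were examined brings any of these within the larger error of the paper's value. The probe whose values S6 Table prints, a setting chosen after seeing the values, gave 0.47, 1.42 and -0.61.

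Of the 14 transcripts that S6 Table gives as changed at ZT12, 4 passed over all probes here, *Pdf*, *cry*, *CkIIbeta* and *Rdl*. Of the others, *5-HT1A* (log2 fold change 0.53, limma adjusted p = 0.0909) passed with normexp, with significance on all arrays, with signals well above background, with trend and robust estimation and without over-expression replicate 1. *dy* (-0.71, limma adjusted p = 0.0961) passed with signals well above background, SAM, trend and robust estimation, without control replicate 1, and with SAM on the filled-in values. *cyc* passed with normexp, *per* without control replicate 1, and *Pdp1* and *Pka-R2* by the probe whose values S6 Table prints, chosen after seeing the values. *dco*, *DAT*, *mnb* and *sgg* passed under none of the settings. The paper's text has *dco* up-regulated at ZT12. Its listed probe gave -0.13, and the probe whose values S6 Table prints gave 0.47. S6 Table gives *tim* as not significant at ZT12, and its listed probe passed here (-1.09, limma adjusted p = 0.0645). S6 Table gives *to* as not significant too; it did not pass here (2.52, limma adjusted p = 0.173) but did with SAM, the replicate block, without control replicate 2 and with SAM on the filled-in values.

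The methods describe values that were log2-transformed and averaged; the ZT12 values of 14 transcripts in S6 Table, 3 of them by another probe than the listed one, and the 1998 entries of S9 Table held here, all down-regulated, equal those from the log2 of averaged intensities. The other entries and the ZT0 values were not checked. The methods name Feature Extraction version 10.5.1.1 and the headers name 12.0.0.7.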

Other observations

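The exact permutation tests of the gene lists, the comparison of direction at ZT12 with direction at ZT0 and the correlation among photoreceptor genes were chosen only after the results had been seen; the other tests of this part were set in advance.

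The predicted targets of S4 Table, chosen by the study on its ZT0 arrays, were lower at ZT12 as a list, with a median log2 fold change of -0.19 (55 of 78 lower; limma camera p = 9.36e-06, adjusted 1.87e-05; exact permutation p = 0.0286, the smallest possible; -0.23 to -0.15 with 1 array left out). Without normalization 32 of the 78 were lower, with a median of 0.08 against the shift of 0.20 in all probes (past the threshold with camera and not with fry). Repression by *miR-210* could give this shift. So could the choice of probes that differed at ZT0, since 51 of the 60 lower at ZT0 were lower at ZT12 and 14 of the 18 higher at ZT0 were higher (Fisher's exact test p = 1.37e-06). Both explanations remain open. For S5 Table the median was 0.13 (21 of 54 lower; limma camera p = 0.173, exact permutation p = 0.2), and 43 of 54 kept the direction of ZT0 (Fisher's exact p = 3.19e-07). For S7 Table the median was 0.10 (7 of 19 lower; limma camera p = 0.296, exact permutation p = 0.0857), and 13 of 19 kept it (Fisher's exact p = 0.0436). For S8 Table, on photoreception, the median was -0.30 (12 of 12 lower; limma camera p = 8.55e-06, adjusted 1.87e-05; exact permutation p = 0.2; -0.38 to -0.21 with 1 array left out), and -0.01 without normalization. All 12 genes of S8 Table are also in S4 Table and were lower at ZT0, so the 2 lists are not independent. For S8 Table fry also passed (limma fry adjusted p = 0.00252), while the permutation of the arrays did not.

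Among the genes of the luciferase and qRT-PCR assays, *Bsg* was lower at ZT12 (log2 fold change -0.91, standard error 0.17, limma adjusted p = 0.0278), but not past the threshold without normalization or without over-expression replicate 1 or 2. *scrib* was at -0.68 (standard error 0.19, limma adjusted p = 0.0889), with the genotypes apart. It passed under 5 of the 20 alternatives set beforehand. These were normexp, significance on all arrays, signals well above background, SAM, and trend and robust estimation. *mnd* was at -0.68 (standard error 0.30, limma adjusted p = 0.244) and *SoxN* at -0.02 (standard error 0.41, limma adjusted p = 0.982). *ec* was at least 1.68-fold lower (limma adjusted p = 0.00267, with the genotypes apart), well above background on 2 of 4 control arrays and on 0 of 4 over-expression arrays. Other probes of *Bsg* changed by -1.03 to -0.10, and other probes of *scrib* in both directions. In the paper's luciferase assays, the *Bsg* reporter was not reduced, and mutating the *scrib* reporter did not restore its activity. The paper proposes *mnd* and *SoxN* as possible direct targets, and neither passed here. Its qRT-PCR of *ec*, *SoxN* and *mnd* was made at ZT0.

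The photoreceptor list had a median log2 fold change of 0.05 (9 of 17 genes higher; limma camera p = 0.844, exact permutation p = 0.943), and retina content and genotype cannot be told apart by it, because its genes went both ways. *ninaA* alone passed the threshold, at -1.95 (standard error 0.29, limma adjusted p = 0.00996). Within genotypes the list was spread widely, with an SD of up to 3.29 (log2, *Rh3*), and *ninaE* was at 13.19, 7.48, 13.39 and 9.43 in the controls and 12.98, 12.62, 12.84 and 9.57 in the over-expressing flies. The median correlation among its genes, of deviations from the genotype means, was 0.925. The largest of 10000 random lists gave 0.474. Retina left on some of the brains may be the source of this spread; 17 of the 18 genes were well above background on all control arrays.

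The fat body list is described with the immune genes (limma camera p = 0.568, exact permutation p = 0.2; 3 of 5 lower); in it, *Lsp1beta* rose by 2.21 and passed the threshold, while *Lsp2* was at -2.18 and *fit* at -1.54. The median was -0.18 for muscle (6 of 8 lower; limma camera p = 0.478, exact permutation p = 0.571; -0.13 with a gene at its bound), -0.05 for glia (6 of 7 lower; limma camera p = 0.527, exact permutation p = 0.514) and -0.19 for females (3 of 3 lower; limma camera p = 0.377, exact permutation p = 0.886). In muscle 4 of 8 genes, in glia 7 of 7, in females 1 of 3 and in fat body 4 of 5 were well above background on all control arrays.

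For the morning clock the median of 2 genes, *cry* and *Clk*, was -0.78 (limma camera p = 0.0177, adjusted 0.0708; fry adjusted p = 0.0113; exact permutation p = 0.0286). For the evening clock the median was 0.16 (limma camera p = 0.434, exact permutation p = 0.286), with 3 of 5 genes higher, none of them past the threshold with limma by the brightest probes. Higher CLK-CYC output at this time could raise this list; the genes went both ways, and this and no change cannot be told apart. S6 Table holds 3 of the 5 genes and 1 of the 2.

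The *w* transcript changed by 0.12 (standard error 0.20, exact permutation p = 0.657). A further copy of mini-white on the *UAS-miR-210* insertion could raise *w*, and a small rise and no change cannot be told apart with 4 arrays per genotype.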
